# Tespa1 facilitates hematopoietic and leukemic stem cell maintenance by restricting c-Myc degradation

**DOI:** 10.1038/s41375-023-01880-6

**Published:** 2023-03-30

**Authors:** Yukai Lu, Lijing Yang, Mingqiang Shen, Zihao Zhang, Song Wang, Fang Chen, Naicheng Chen, Yang Xu, Hao Zeng, Mo Chen, Shilei Chen, Fengchao Wang, Mengjia Hu, Junping Wang

**Keywords:** Acute myeloid leukaemia, Haematopoietic stem cells, Cancer stem cells

## Abstract

Hematopoietic stem cells (HSCs) and leukemia stem cells (LSCs) have robust self-renewal potential, which is responsible for sustaining normal and malignant hematopoiesis, respectively. Although considerable efforts have been made to explore the regulation of HSC and LSC maintenance, the underlying molecular mechanism remains obscure. Here, we observe that the expression of thymocyte-expressed, positive selection-associated 1 (Tespa1) is markedly increased in HSCs after stresses exposure. Of note, deletion of Tespa1 results in short-term expansion but long-term exhaustion of HSCs in mice under stress conditions due to impaired quiescence. Mechanistically, Tespa1 can interact with CSN subunit 6 (CSN6), a subunit of COP9 signalosome, to prevent ubiquitination-mediated degradation of c-Myc protein in HSCs. As a consequence, forcing c-Myc expression improves the functional defect of Tespa1-null HSCs. On the other hand, Tespa1 is identified to be highly enriched in human acute myeloid leukemia (AML) cells and is essential for AML cell growth. Furthermore, using MLL-AF9-induced AML model, we find that Tespa1 deficiency suppresses leukemogenesis and LSC maintenance. In summary, our findings reveal the important role of Tespa1 in promoting HSC and LSC maintenance and therefore provide new insights on the feasibility of hematopoietic regeneration and AML treatment.

## Introduction

Hematopoietic stem cells (HSCs) have great self-renewal and multi-lineage differentiation potential, ensuring the continuous generation of blood cells throughout lifetime [1, 2]. Under steady-state conditions, HSCs are largely dormant and usually used as a hematopoietic reservoir [3, 4]. When suffering various stresses, including irradiation, chemotherapy drug, transplantation, etc, they are able to rapidly proliferate and differentiate to produce various progeny cells [5, 6]. However, excessive activation of cell cycle may compromise HSC self-renewal and then bring about the exhaustion of HSC pool [7, 8]. Thus, a deep understanding of the mechanism of HSC maintenance may be conducive to the development of stem cell-related treatment strategy.

Acute myeloid leukemia (AML) is acknowledged as an aggressive disorder of hematologic system, with high recurrence and mortality even after receiving various treatments [9, 10]. While some therapies have been reported to delay AML progression, it is failed to effectively reduce relapse due to the low response of leukemia stem cells (LSCs) [10, 11]. LSCs are defined by immortalization and block in myeloid differentiation, which contribute to the initiation, propagation and recurrence of leukemia [12, 13]. Current research suggests that, after accumulating some genetic and epigenetic mutations, HSCs can acquire unrestrained self-renewal ability and transform into HSC counterparts in leukemia, namely LSCs [12, 14]. As a result, HSCs generally share many common properties with LSCs. So far, several regulators, such as c-Myc, STAT5B, GABPβ and Hoxa9, which have been found to play a vital role in HSC maintenance, are also involved in the regulation of LSC self-renewal [15–18]. Although considerable efforts have been made, the intrinsic molecular mechanism remains confused.

Thymocyte-expressed, positive selection-associated 1 (Tespa1), is one of the critical molecular components that regulate thymocyte development [19]. Tespa1 deficiency blocks T cell positive selection and inhibits T cell function owing to dampened TCR signaling [19, 20]. In addition, Tespa1 is reported to be involved in the regulation of the proliferation and function of B cells probably via the CD40/TRAF6 axis [21]. Recent researches show that Tespa1 also participates in the activation of mast cells, thereby modulating allergic response and airway hyperreactivity [22, 23]. These findings indicate that Tespa1 is a crucial regulator of the immune system.

In this study, we found that Tespa1 is also present in HSCs and its expression is significantly upregulated after stresses. Loss of Tespa1 resulted in short-term expansion but long-term exhaustion of HSCs during hematopoietic stresses. Mechanism studies revealed that Tespa1 regulates CSN subunit 6 (CSN6)-mediated c-Myc pathway which is required to maintain HSC quiescence and function. Additionally, we identified that Tespa1 can serve as a pro-oncogenic factor both in human and murine AML by maintaining LSC stemness. Collectively, our study uncovers a previously unrecognized function of Tespa1 in HSC and LSC biology and offers new avenues for long-term hematopoietic maintenance and clinical treatment of AML.

## Materials and methods

### Mice

B6.129S-Tespa1^tm1Smoc^ (*Tespa1*^*-/-*^) mice were purchased from the Model Organisms Center (Shanghai, China) and backcrossed to C57BL/6 background for more than 6 generations. Normal C57BL/6 mice were obtained from the Institute of Zoology (Chinese Academy of Sciences, Beijing, China). B6. SJL (CD45.1) mice were generously given by Prof. Jinyong Wang (Guangzhou Institutes of Biomedicine and Health, Chinese Academy of Science, Guangzhou, China). Mice were male and analyzed at 8–10 weeks old except for investigating middle aged mice (12 months old). Mice were randomly allocated and sample number was estimated based on extensive experience. No blinding was conducted and no samples were excluded in our study. All mice were housed in our lab and all experimental procedures were approved by the Animal Care Committee of Third Military Medical University (Chongqing, China).

### AML patient and healthy donor samples

All BM specimens from AML patient and healthy donor were obtained from Southwest Hospital and Daping Hospital (The first and third affiliated hospitals of Third Military Medical University) with informed consent. All studies involving human samples were approved by the Ethics Committee of Third Military Medical University.

### Flow cytometry analysis and cell sorting

Mouse BM and PB samples were prepared as we described [8, 24]. To analyze the phenotype of normal hematopoietic cells, samples were stained with anti-lineage cocktail (anti-CD3e, anti-CD11b, anti-Gr-1, anti-B220 and anti-Ter-119), anti-Sca-1, anti-c-Kit, anti-CD34, anti-Flk2, anti-CD150, anti-CD48, anti-CD127, anti-CD16/32, anti-Gr-1, anti-CD11b, anti-B220, anti-CD3e, anti-CD45.1 and anti-CD45.2. To analyze the phenotype of LSCs, anti-lineage cocktail, anti-Sca-1, anti-c-Kit, anti-CD34 and anti-CD16/32 were used. The apoptosis, cell cycle, in vivo BrdU incorporation and intracellular staining assays were performed following our previous protocols [24]. Flow cytometry analysis was conducted using a FACSVerse (BD Biosciences, San Jose, CA, USA) or ID7000 (Sony Biotechnology, Tokyo, Japan). For cell sorting, a Direct Lineage Cell Depletion Kit (Miltenyi Biotec, Bergisch Gladbach, Germany) was used to delete the mature cells and then samples were stained with above antibodies, followed by sorting using a FACSAria III (BD Biosciences). Gating strategies are referred to our previous studies [8, 24]. The details of antibodies are provided in Supplementary Table S1.

### Lentivirus infection

All lentivirus were produced by Tsingke Biotechnology (Beijing, China). For TESPA1 knockdown, the target sequences for shRNA were provided in Supplementary Table S2. HEL, MOLM-13 cells and primary human AML cells were infected by the concentrated virus in the presence of 4 μg/ml polybrene (Tsingke) for 48 h, and then positive infected cells were sorted for subsequent experiments. For overexpression of CSN6 and c-Myc, sorted LSKs were transfected as we described [25]. Forty-eight hours later, GFP-positive cells were sorted for subsequent experiments.

### Murine MLL-AF9 leukemia model

This assay was performed as previously described [26]. MSCV-MLL-AF9-IRES-GFP vectors were transfected into HEK293T cells with packaging plasmids pKat and VSVG (Tsingke) using DNA transfection reagent (Neofect Biotech, Beijing, China). At 48 and 72 hours after transfection, viral supernatants were collected and filtered. For generation of leukemia cells, Lin^-^ cells isolated from *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ mice were spin-infected with supernatants containing MLL-AF9 retroviruses twice supplemented with 50 ng/ml SCF (PeproTech, Rocky Hill, NJ, USA), 10 ng/ml IL-3 (PeproTech), 10 ng/ml IL-6 (PeproTech) and 8 μg/ml polybrene (Tsingke). GFP-positive cells (pre-leukemic cells) were sorted and intravenously transplanted into 7.5 Gy irradiated normal recipient mice.

### Statistical analysis

The experimental data were analyzed using GraphPad Prism 6.0 (GraphPad Software, La Jolla, CA, USA) and presented as mean±SD. Variance was similar among the groups. Significance testing between two groups were performed by two-tailed Student’s *t*-test and that among multiple groups were analyzed using one-way analysis of variance (ANOVA). Kaplan-Meier survival curves were compared with the log-rank test. All experiments were independently performed at least three times. ^*^P < 0.05, ^**^P < 0.01 were considered statistically significant.

## Results

### Tespa1 is dispensable for normal hematopoiesis but its deficiency facilitates HSC expansion upon short-term stress

Tespa1 was initially defined as a thymus specifically expressed gene [19]. Indeed, in addition to thymus, we found that Tespa1 also expressed in HSCs by analyzing the BioGPS database, which was further confirmed by qPCR analysis (Supplementary Fig. S1A, B). Then, we generated Tespa1 knockout (*Tespa1*^*-/-*^) mice but found that loss of Tespa1 caused no overt alteration in total BM cellularity and PB counts (Supplementary Fig. S1C, D). Flow cytometric analysis also revealed that the frequencies and numbers of HSCs, committed-progenitor cells, and mature cells (except for T cells) were comparable between *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ BM (Supplementary Fig. S1E, F). Thus, Tespa1 may be not essential for homeostatic hematopoiesis in mice.

Interestingly, we discovered that Tespa1 was significantly upregulated in LSKs (Lin^−^ Sca-1^+^ c-Kit^+^) following 5-fluorouracil (5-FU) and irradiation (IR) treatment (Fig. 1A), hinting that Tespa1 may regulate hematopoiesis under stress conditions. As anticipated, compared with controls, the frequencies and numbers of LSKs, long-term HSCs (LT-HSCs), short-term HSCs (ST-HSCs), and SLAM-HSCs (identified by signaling lymphocytic activation molecules) were increased in *Tespa1*^-/-^ BM at day 9 post 5-FU treatment (Fig. 1B, C; Supplementary Fig. S2A). On the other hand, overall similar trend of HSPC changes were observed in *Tespa1*^-/-^ mice when subjected to 5.0 Gy total body irradiation (Supplementary Fig. S2B, C). Consistent with these results, significantly faster recovery of white blood cell (WBC) and platelet (PLT) were also observed in *Tespa1*^-/-^ mice after 5-FU and IR treatment (Supplementary Fig. S2D, E). Of note, expanded percentages and numbers of megakaryocyte/erythroid progenitors (MEPs) and common lymphoid progenitors (CLPs) were found in the BM from *Tespa1*^-/-^ mice with 5-FU treatment (Supplementary Fig. S2F). In contrast, we observed increased percentages and numbers of granulocyte/macrophage progenitors (GMPs) and common myeloid progenitors (CMPs) in *Tespa1-*deleted BM following IR exposure (Supplementary Fig. S2G). Taken together, our data suggest that Tespa1 ablation promotes short-term HSC expansion under hematopoietic stresses.

**Fig. 1:**
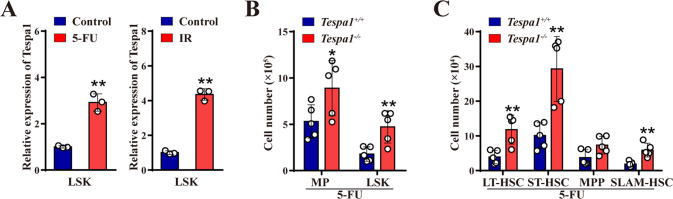
Thymocyte-expressed, positive selection-associated 1 (Tespa1) deficiency facilitates hematopoietic stem cell (HSC) expansion upon short-term stress. **A** Quantitative real-time PCR (qPCR) analysis of Tespa1 mRNA expression in LSKs isolated from mice (left) at day 9 after 5-fluorouracil (5-FU) injection or (right) at day 13 after irradiation (IR) exposure (*n* = 3). Untreated mice were served as controls. LSK, Lin^-^ Sca1^+^ c-Kit^+^. **B**, **C** The numbers (two femurs and tibias) of myeloid progenitors (MPs), LSKs, long-term HSCs (LT-HSCs), short-term HSCs (ST-HSCs), multipotent progenitors (MPPs) and signaling lymphocytic activation molecule (SLAM)-HSCs in the bone marrow (BM) of *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ mice at day 9 following 5-FU injection (*n* = 5). MP, Lin^-^ Sca1^-^ c-Kit^+^; LT-HSC, Lin^-^ Sca1^+^ c-Kit^+^ CD34^-^ Flk2^-^; ST-HSC, Lin^-^ Sca1^+^ c-Kit^+^ CD34^+^ Flk2^-^; MPP, Lin^-^ Sca1^+^ c-Kit^+^ CD34^+^ Flk2^+^; SLAM-HSC, Lin^-^ Sca1^+^ c-Kit^+^ CD150^+^ CD48^-^. ^*^P < 0.05, ^**^P < 0.01.

### Loss of Tespa1 impairs the long-term HSC maintenance

To evaluate whether Tespa1 deletion influences long-term HSC maintenance, we then analyzed the hematopoietic phenotypes in middle-aged *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ mice. Despite the comparable BM cellularity, the frequencies and numbers of LSK and subpopulations were significantly reduced after Tespa1 ablation (Fig. 2A; Supplementary Fig. S3A–C). Besides, we observed an increased frequency and number of CMPs but a decreased frequency and number of GMPs and CLPs in 12-month-old *Tespa1*^*-/-*^mice (Supplementary Fig. S3D).

**Fig. 2:**
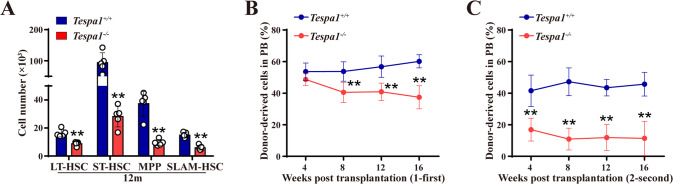
Loss of Tespa1 impairs the long-term HSC maintenance. **A** The numbers (two femurs and tibias) of indicated populations in the BM of 12-month (m)-old *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ mice (*n* = 5). **B**, **C** The percentages of donor-derived cells in recipients’ peripheral blood (PB) at the indicated time points after first and second BM transplantation (BMT) (*n* = 6–8). ^**^P <  0.01.

To further determine this finding, we performed a competitive BM transplantation (BMT) assay (Supplementary Fig. S4A). It was noticed that donor-derived cells were significantly reduced in recipients after first and second transplantation when Tespa1 was deleted (Fig. 2B, C; Supplementary Fig. S4B). Meanwhile, the multi-lineage reconstitution of *Tespa1*^*-/-*^ cells was dramatically decreased post-transplant (Supplementary Fig. S4C). Moreover, recipient mice transplanted with *Tespa1*^*-/-*^ cells displayed a remarkable reduction in chimeric levels of BM cells, MPs, and HSCs compared with that receiving transplants from *Tespa1*^*+/+*^ cells (Supplementary Fig. S4D). To strengthen our findings, we then conducted a competitive HSC transplantation (HSCT) assay (Supplementary Fig. S4E). Actually, similar results were obtained after first and second transplantation (Supplementary Fig. S4F–H). Next, we performed reciprocal BM transplantation and found that the chimerism levels were comparable between the two groups of recipients (Supplementary Fig. S5A, B). In addition, we did not observe any significant difference in the homing ability between *Tespa1*^*+/+*^and *Tespa1*^*-/-*^ HSCs (Supplementary Fig. S5C, D). Altogether, these findings indicate that Tespa1 maintains the long-term self-renewal capacity of HSCs in a cell-intrinsic manner.

### Tespa1 deletion decreases HSC quiescence during hematopoietic stress

In view of the observations that Tespa1 deficiency causes short-term expansion but long-term exhaustion of HSCs during hematopoietic stress, we speculated that Tespa1 may modulate HSC quiescence. However, no obvious alteration was observed in the cell cycle distribution in LSKs and LT-HSCs after ablation of Tespa1 under steady-state conditions (Supplementary Fig. S6A). Intriguingly, *Tespa1*^-/-^ HSCs had a reduced percentage in G0 phase but an increased percentage in G1 and S/G2/M phase after 5-FU treatment (Fig. 3A). Similar results were detected in SLAM-HSCs in the absence of Tespa1 (Supplementary Fig. S6B, C). Furthermore, in vivo BrdU incorporation assay revealed that deletion of Tespa1 increased the proliferation of HSCs in mice following 5-FU challenge (Fig. 3B; Supplementary Fig. S6D). Consistent with these data, Tespa1 deficiency accelerated HSC proliferation after IR (Supplementary Fig. S6E–G). However, apoptosis rates were comparable between *Tespa1*^+/+^ and *Tespa1*^-/-^ HSCs (Supplementary Fig. S6H-J). These findings suggest that Tespa1 inhibits the excessive activation of HSCs in response to stress stimuli.

**Fig. 3:**
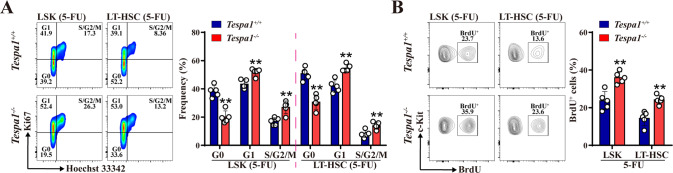
Tespa1 deletion decreases HSC quiescence during hematopoietic stress. **A** Flow cytometric analysis of the cell cycle of LSKs and LT-HSCs in the BM of *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ mice at day 9 after 5-FU injection (*n* = 5). **B** Flow cytometric analysis of the proportion of bromodeoxyuridine (BrdU)^+^ cells in LSKs and LT-HSCs from *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ mice at day 9 following 5-FU injection (*n* = 5). ^**^P < 0.01.

### Tespa1 knockout leads to reduced c-Myc signaling in HSCs upon stress

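The RNA-seq values reported here come from LSKs of untreated *Tespa1*+/+ and *Tespa1*-/- mice and from LSKs of both genotypes at day 9 after an injection of 150 mg/kg 5-FU, with 3 libraries in each of the 4 groups. RNA-seq of LSKs after IR was not used here. Libraries were made from poly-A RNA with a kit that keeps strand information, and the authors deposited the number of reads counted on each of 53465 genes, without normalization. The paper's text does not name the aligner or the counting tool, nor whether the counting used strand. Gene positions are those of GRCm38. Between 22118154 and 28275079 reads per library were counted on genes, with a median of 22812167 in untreated *Tespa1*+/+, 22873839 in untreated *Tespa1*-/-, 25249124 in *Tespa1*+/+ after 5-FU and 25930705 in *Tespa1*-/- after 5-FU. The smallest level taken as detectable was 3 counts in a library, which equals 0.109 to 0.136 CPM (counts scaled to the library total), and this limit covers counting error only. Replicates differed by more than sampling noise, with a median chi-square per degree of freedom across genes of 2.19 to 5.96 between replicates of a group, where sampling alone gives 0.45. This does not show that they came from different mice. Libraries of a group shared immunoglobulin V genes more than libraries of different groups did, and may come from a shared pool of cells. In that case p-values describe differences between pools and not between mice. The genotypes were compared within each treatment, on the 6 libraries concerned, with edgeR's quasi-likelihood test on the counts after TMM normalization and edgeR's filter on low counts (filterByExpr), and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. Fold changes are given as *Tespa1*-/- relative to *Tespa1*+/+. Expression in CPM was computed with TMM factors over the 12 libraries.

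*Tespa1* (ENSMUSG00000034833), the deleted gene, lies on chromosome 10 from 130322870 to 130364111. Its expression was 53.1 ± 5.34 CPM (SD, n = 3) in *Tespa1*+/+ LSKs after 5-FU, with 47.1, 55 and 57.2 CPM in the individual libraries. In *Tespa1*-/- LSKs after 5-FU it was 19.2 ± 1.76 CPM (SD, n = 3), with 20.7, 19.6 and 17.2 CPM in the libraries. The log2 fold change of *Tespa1* was -1.47 (standard error 0.12, adjusted p = 9.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In untreated LSKs, *Tespa1* was at 46.8 ± 3.95 CPM (SD, n = 3; 51, 43.1 and 46.5 CPM) in *Tespa1*+/+ and 34.8 ± 0.225 CPM (SD, n = 3; 34.5, 34.9 and 34.9 CPM) in *Tespa1*-/-. This was a log2 fold change of -0.42 (standard error 0.09, adjusted p = 0.0316 from the same test), which lost significance in 5 of the 6 fits that each left out 1 library. Within each treatment, every *Tespa1*-/- library lay below every *Tespa1*+/+ library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Of the alternatives set before the data were examined, leaving out the third *Tespa1*-/- library moved the *Tespa1* log2 fold change after 5-FU most, to -1.39. Reads on *Tespa1* were thus reduced but not absent in *Tespa1*-/- libraries, and counts per gene do not show which exons these reads cover.

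**Figure D1:**
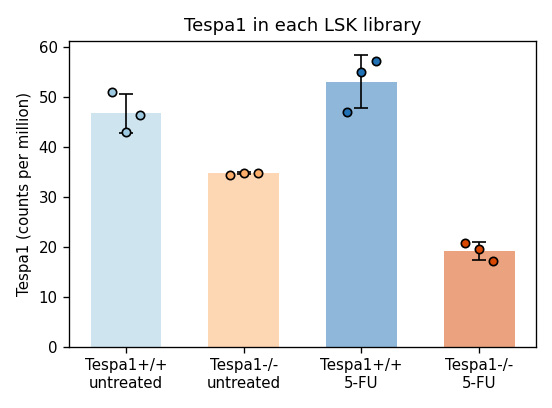
*Tespa1* expression in CPM (y axis, starting at 0) in LSKs of the 4 groups of genotype and treatment (x axis). Bars show means, error bars the SD and points the 3 libraries of each group, which lie between 17.2 and 20.7 CPM in *Tespa1*-/- LSKs after 5-FU and between 47.1 and 57.2 CPM in *Tespa1*+/+ LSKs after 5-FU.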

To elucidate the underlying molecular mechanisms that Tespa1 orchestrates HSC response to stresses, we conducted RNA-sequencing (RNA-seq) analysis using *Tespa1*^+/+^ and *Tespa1*^-/-^ LSKs upon 5-FU and IR treatment. It was found that 1093 genes were upregulated and 896 genes were downregulated in *Tespa1* KO LSKs relative to controls after 5-FU treatment (Supplementary Fig. S7A–C). 

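At the paper's thresholds, a fold change above 1.5 and an unadjusted P below 0.05, edgeR's quasi-likelihood test called 999 genes higher and 1024 genes lower in *Tespa1*-/- LSKs after 5-FU, among 17239 genes tested. With the p-value adjusted over all genes and the same fold change, 681 genes were higher and 523 lower. Without a fold change threshold, 4608 genes had an unadjusted P below 0.05, where chance gives 862, and 2261 genes had an adjusted p below 0.05. The biological coefficient of variation between libraries of a group was 0.25. In 5711 genes (33.1%) every *Tespa1*-/- library lay on the same side of every *Tespa1*+/+ library, where chance gives 10%. The alternative that moved the counts of genes most was leaving out the fold change threshold, which gave 2441 genes higher and 2167 lower at an unadjusted P below 0.05.

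By the log2 fold change of the fitted model, the rule set before the data were examined chose *Fcnb*, *Cd177* and *Ear6* as the genes that rose most. This order depends on the absence of counts in *Tespa1*+/+ and is not that of the lower bounds, since *Camp*, picked for mention after its values were seen, had 0, 0 and 3 counts in *Tespa1*+/+ and was at least 524-fold higher. None of the 3 genes had a count in any *Tespa1*+/+ library after 5-FU. *Fcnb* (chromosome 2, 28076378 to 28084885) was at 35.5 ± 1.18 CPM (SD, n = 3) in *Tespa1*-/- LSKs, at least 288-fold above the detection limit in *Tespa1*+/+ (adjusted p = 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cd177* reached 30.7 ± 2.93 CPM (SD, n = 3), at least 249-fold higher. *Ear6* reached 26.8 ± 2.44 CPM (SD, n = 3), at least 217-fold higher, but its reads can be shared with closely related *Ear* genes. Of the 681 genes that were higher, 76 (11.2%) had at most 3 counts in each *Tespa1*+/+ library after 5-FU. A list of 18 later neutrophil genes took 0.13% of the counts in each *Tespa1*-/- library after 5-FU and 0.0088% to 0.011% in the *Tespa1*+/+ libraries.

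By the same rule, the genes chosen as falling most were *Rprl3*, *Igkv4-74* and *Ighv1-26*. *Rprl3* (chromosome 8, 3803069 to 3803358) had 318 ± 19.1 CPM (SD, n = 3) in *Tespa1*+/+ LSKs and 1, 2 and 0 counts in the *Tespa1*-/- libraries, at least 2350-fold lower. *Igkv4-74* was at 2.85 ± 1.67 CPM (SD, n = 3) in *Tespa1*+/+ LSKs after 5-FU and had no count in the other groups, at least 21.1-fold lower in *Tespa1*-/-. *Ighv1-26* had a log2 fold change of -5.44 (standard error 0.82, adjusted p = 0.00244 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and no count in untreated LSKs. It had 0, 4 and 1 counts in the *Tespa1*-/- libraries after 5-FU, so the size of this change rests on few counts. Without the second of these libraries the log2 fold change was -6.92.

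Supplementary Fig. S7B, C names 11 genes as lower and 9 as higher. The 11 genes were lower here, 10 of them with an adjusted p below 0.05 over all genes tested, 11 when adjusted over these genes alone, and 8 past both of the paper's thresholds. The 9 genes were higher, all with an adjusted p below 0.05 over all genes or over these genes alone, and all past both thresholds. *S100a9* and *S100a8* had log2 fold changes of 7.92 (standard error 0.14, adjusted p = 4.9e-09) and 8.16 (standard error 0.27, adjusted p = 3.2e-07), from the same edgeR test with Benjamini-Hochberg adjustment. *Plk2* had a log2 fold change of -0.96 (standard error 0.10, adjusted p = 3.1e-04 from the same edgeR test). Reads of *Prtn3* and *G0s2* can be shared with the genes *Plppr3* and *Lamb3* on the opposite strand, and those of *Meis1* with *Gm37818*, so their values are uncertain.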

Meanwhile, 1446 genes were upregulated and 2336 genes were downregulated in LSKs after Tespa1 deletion when exposed to IR (Supplementary Fig. S7A–C). Subsequently, we identified that 194 upregulated genes and 261 downregulated genes were overlapped in *Tespa1*^*-/-*^ HSCs following 5-FU and IR exposure (Supplementary Fig. S7A). GSEA disclosed that HSC proliferative signature was enriched in *Tespa1*^*-/-*^ HSCs, while stemness-related signature, quiescent signature were enriched in *Tespa1*^*+/+*^ HSCs (Fig. 4A; Supplementary Fig. S7D, E), further consolidating our above results.

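The paper's gene sets were not used here. Instead, 7 gene lists fixed before the data were examined were tested by preranked GSEA (fgsea) on the signal-to-noise ratio of log2(CPM + 1) between *Tespa1*-/- and *Tespa1*+/+ LSKs after 5-FU, with Benjamini-Hochberg adjustment over the 7 lists. For proliferation, lists of S-phase and of G2/M genes were used. All 54 G2/M genes were higher in *Tespa1*-/- LSKs, 37 of them with an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The list had a median log2 fold change of 0.49 and a normalized enrichment score (NES) of 1.88 (adjusted p = 7.3e-04 from GSEA). Of 43 S-phase genes, 27 were higher and 12 of these had an adjusted p below 0.05. The median log2 fold change of the S-phase list was 0.09, and its NES of 1.03 did not pass the threshold (adjusted p = 0.54 from GSEA). When genes were ranked by the signed edgeR statistic, the NES of the S-phase list was 1.74 and passed it.

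For stemness, a list of 55 HSC genes was compiled, of which 54 were tested. Of these, 48 were lower in *Tespa1*-/- LSKs, 23 of them with an adjusted p below 0.05, and 3 were higher with an adjusted p below 0.05. The median log2 fold change was -0.51 and the NES was -1.69 (adjusted p = 0.00259 from GSEA). *Mecom* fell by 0.95 on the log2 scale (standard error 0.14, adjusted p = 0.00249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hlf* fell by 1.16 (standard error 0.20, adjusted p = 0.00454 from the same test). *Procr* had a log2 fold change of -0.49 that did not pass the threshold (standard error 0.24, adjusted p = 0.236 from the same test). These are the first 3 genes of the list, and they were picked for mention after their values were seen.

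Lists of granulocyte genes were tested as well. Of 18 later neutrophil genes, 16 were higher, with a median log2 fold change of 7.66 and a NES of 2.20 (adjusted p = 1.1e-11 from GSEA). Of 10 progenitor granule genes, 9 were higher with an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the NES of this list was 1.46 (adjusted p = 0.166 from GSEA). The 11 erythroid genes of a further list, read out by edgeR alone, were also all higher.

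**Figure D2:**
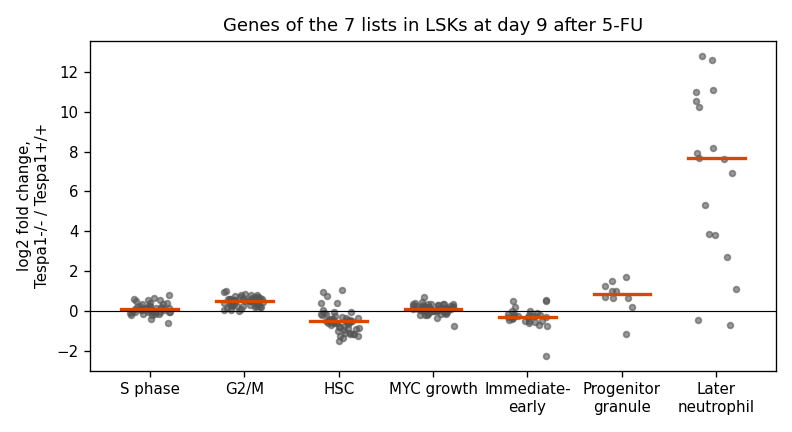
Log2 fold change of *Tespa1*-/- relative to *Tespa1*+/+ LSKs at day 9 after 5-FU (y axis) for the genes of the 7 lists (x axis). Each point is a gene and each line the median of a list. The medians are 0.09 for S-phase, 0.49 for G2/M, -0.51 for HSC and 7.66 for later neutrophil genes.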

**Fig. 4:**
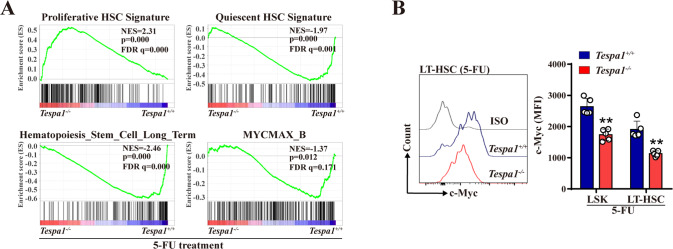
Tespa1 knockout leads to reduced c-Myc signaling in HSCs upon stress. **A** Gene set enrichment analysis (GSEA) of RNA-sequencing (RNA-seq) data with HSC-related gene sets and MYC-related gene set at day 9 following 5-FU injection. **B** Flow cytometric analysis of c-Myc protein expression in LSKs and LT-HSCs from *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ mice at day 9 following 5-FU injection (*n* = 5). ^**^P < 0.01.

In particular, we noted that MYC signature was downregulated in HSCs with Tespa1 deficiency (Fig. 4A; Supplementary Fig. S7E). 

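The MYC-related set of Fig. 4A was not used here. A list of 60 MYC-responsive genes of ribosome biogenesis and growth, fixed before the data were examined, was tested in its place. In *Tespa1*-/- LSKs after 5-FU, 43 of these genes were higher and 17 lower. Of these, 7 were higher with an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0 were lower. The median log2 fold change was 0.08, against -0.01 over all genes tested. The NES was 0.77 (adjusted p = 0.855 from preranked GSEA with Benjamini-Hochberg adjustment over the 7 lists). With genes ranked by the signed edgeR statistic the NES was 1.81 and passed the threshold. The overlap of this list with the set of Fig. 4A was not measured.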

Previous studies have indicated that c-Myc is vital for preserving the quiescence and long-term reconstitution function of HSCs [27–29]. Indeed, the expression of c-Myc target genes associated with HSC maintenance, including *Myct1*, *Jmjd1c*, *Nr4a1*, *Nr4a2, Nr4a3* and *Egr1*, was significantly decreased in Tespa1-deficient HSCs upon stresses, which was proved by qPCR (Supplementary Fig. S7B, C, F, G). 

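All 6 of these genes were lower in *Tespa1*-/- LSKs at day 9 after 5-FU. With p-values from edgeR's quasi-likelihood test adjusted over all genes tested, 5 of them passed the threshold, and 6 passed it when adjusted over the 6 genes alone. The paper's thresholds of fold change and unadjusted P were both passed by 4 of them. *Egr1* (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) fell from 694 ± 9.19 CPM to 407 ± 13.4 CPM (SD, n = 3 each). Its log2 fold change was -0.77 (standard error 0.04, adjusted p = 4.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Myct1* (ENSMUSG00000046916, chromosome 10, 5593775 to 5606904) was at 38 ± 3.7 CPM in *Tespa1*+/+ and 18 ± 0.97 CPM in *Tespa1*-/- LSKs (SD, n = 3 each), a log2 fold change of -1.08 (standard error 0.12, adjusted p = 5.6e-04 from the same test). For *Nr4a1* (ENSMUSG00000023034, chromosome 15, 101266846 to 101274792), the values were 341 ± 7.62 and 210 ± 16.6 CPM (SD, n = 3 each), a log2 fold change of -0.70 (standard error 0.06, adjusted p = 1.5e-04). *Jmjd1c* (ENSMUSG00000037876, chromosome 10, 67096125 to 67256326), whose reads can include those of *Reep3* on the opposite strand, had 365 ± 11.7 and 249 ± 6.2 CPM (SD, n = 3 each). Its log2 fold change of -0.55 (standard error 0.05, adjusted p = 1.2e-04) lay below the fold change threshold.

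*Nr4a2* (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003) was at 39.7 ± 6.82 CPM in *Tespa1*+/+ and 25.8 ± 3.06 CPM in *Tespa1*-/- LSKs (SD, n = 3 each). Its log2 fold change of -0.62 (standard error 0.15, adjusted p = 0.0249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) lost significance in 4 of the 6 fits that each left out 1 library, with adjusted p up to 0.0939. *Nr4a3* (ENSMUSG00000028341, chromosome 4, 48045153 to 48086447) was at 19.6 ± 1.58 and 14.1 ± 2.55 CPM (SD, n = 3 each). Its log2 fold change of -0.48 (standard error 0.17) did not pass the adjusted threshold (adjusted p = 0.109 from the same test) or the fold change threshold. For each of the 6 genes, every *Tespa1*-/- library lay below every *Tespa1*+/+ library (two-sided exact permutation test, p = 0.1, the smallest p possible). All 6 genes were also lower in untreated *Tespa1*-/- LSKs, where *Nr4a1* had a log2 fold change of -1.31 (standard error 0.05, adjusted p = 6.7e-06 from the same test). Between untreated LSKs and LSKs after 5-FU, *Nr4a1* itself fell by 1.40 on the log2 scale in *Tespa1*+/+ mice (standard error 0.04, adjusted p = 6.6e-07 from the same test). The paper states that the knockout of *Tespa1* leads to reduced c-Myc signaling in HSCs under stress.

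**Figure D3:**
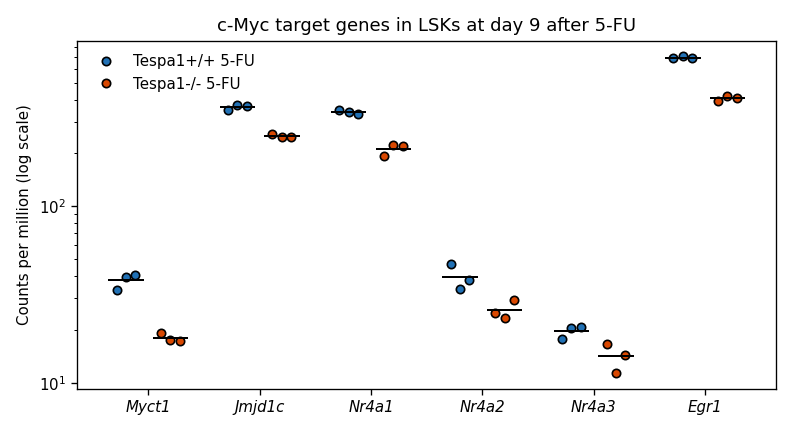
Expression in CPM (y axis, log scale) of the 6 c-Myc target genes (x axis) in LSKs at day 9 after 5-FU. Points are the 3 libraries of *Tespa1*+/+ (blue) and of *Tespa1*-/- (orange), and lines are the means, which fall from 694 to 407 CPM for *Egr1* and from 19.6 to 14.1 CPM for *Nr4a3*.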

Surprisingly, c-Myc mRNA expression was largely unchanged in HSCs in the absence of Tespa1 (Supplementary Fig. S7H). However, Tespa1 deficiency drastically reduced the protein level of c-Myc in HSCs (Fig. 4B; Supplementary Fig. S7I). Hence, these results suggest that Tespa1 may sustain c-Myc protein stability in HSCs during hematopoietic stresses.

### Tespa1 interacts with CSN6 to inhibit c-Myc degradation in HSCs

It has been established that c-Myc protein is mainly degraded by the ubiquitin-proteasome system [30, 31]. Notably, CSN6, a subunit of COP9 signalosome, was reported to stabilize c-Myc protein by decreasing its ubiquitination [32, 33]. Given that CSN6 is a potential Tespa1 interacting factor by protein-protein interaction analysis using STRING database (Supplementary Fig. S8A), we first conducted an in situ proximity ligation assay and found that Tespa1 could interact with CSN6 in HSCs upon 5-FU and IR treatment (Supplementary Fig. S8B, C). This notion was further confirmed by immunofluorescence co-localization analysis and co-immunoprecipitation assays (Fig. 5A; Supplementary Fig. S8D–F). Expectedly, both mRNA and protein levels of CSN6 were comparable between *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ HSCs (Supplementary Fig. S9A–C). Hence, we assumed that the reduced protein level of c-Myc in *Tespa1*^*-/-*^ HSCs may be attributed to the alteration of CSN6 function. To validate this conjecture, CSN6 was overexpressed in LSKs in the context of 5-FU treatment and we found that enforcing CSN6 expression increased the protein level of c-Myc in *Tespa1*^+/+^ HSCs but not *Tespa1*^*-/-*^ cells, although c-Myc mRNA level was not altered (Fig. 5B; Supplementary Fig. S9D). On the other hand, treatment with MG-132, a proteasome inhibitor, substantially elevated the protein level of c-Myc in *Tespa1*^*-/-*^ HSCs (Supplementary Fig. S9E). These data illustrate that Tespa1 can interact with CSN6 to inhibit c-Myc degradation in HSCs during hematopoietic stresses.

**Fig. 5:**
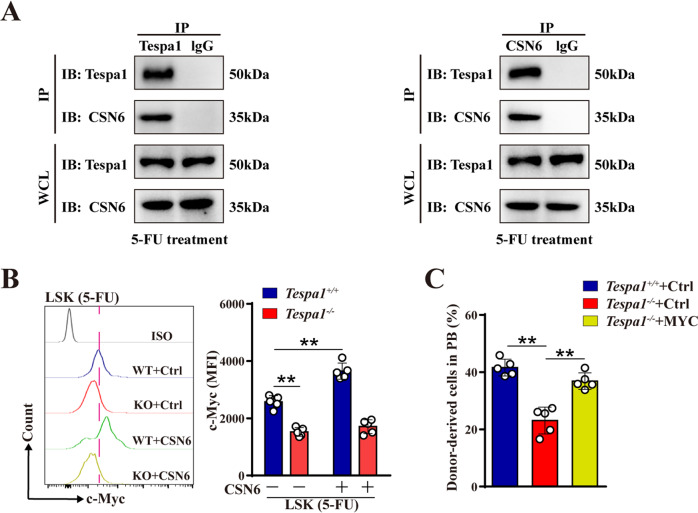
Tespa1 interacts with CSN subunit 6 (CSN6) to inhibit c-Myc degradation in HSCs. **A** Co-immunoprecipitation analysis of Tespa1 and CSN6 interaction in Lin^-^ c-Kit^+^ cells purified from the BM of mice at day 9 after 5-FU injection. IgG antibody was used as the negative control. IP, immunoprecipitation; WCL, whole cell lysate. **B** LSKs from the BM of *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ mice at day 9 post 5-FU injection were transduced with control (Ctrl) or CSN6 overexpression lentivirus. Then, c-Myc protein expression in LSKs was analyzed by flow cytometry after transduction (*n* = 5). **C** LSKs from *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ BM were transduced with control (Ctrl) or c-Myc overexpression lentivirus. Green fluorescent protein (GFP)^+^ cells were then transplanted into CD45.1 recipient mice with CD45.1 competitor BM cells. The percentage of donor-derived cells in PB of recipient mice at 16 weeks after transplantation (*n* = 5). ^**^P  < 0.01.

Next, to determine whether the defective quiescence and function of Tespa1-null HSCs is driven by the attenuation of c-Myc signaling, *Tespa1*^*-/-*^ HSCs were overexpressed with c-Myc (Supplementary Fig. S9F). Consequently, c-Myc overexpression inhibited abnormal proliferation and rescued the functional defect of HSCs in the absence of Tespa1 (Fig. 5C; Supplementary Fig. S9G, H). Overall, our data indicate that Tespa1 regulates HSC maintenance via the CSN6/c-Myc axis.

### TESPA1 is essential for human AML cell growth

AML cells are characterized by incontrollable growth due to the disordered cell cycle [13]. To investigate whether TESPA1 is also involved in the regulation of AML biology, we first analyzed its expression in AML samples and healthy controls from The Cancer Genome Atlas (TCGA) and Gene expression Ominibus (GEO) databases. A significantly elevated expression of TESPA1 was observed in AML cells in comparation with controls, which was confirmed in primary AML specimens by qPCR analysis (Fig. 6A; Supplementary Fig. S10A, B). In addition, human single-cell data from Atlas of Blood Cells database exhibited that malignant hematopoietic cells had a higher level of TESPA1 than non-malignant ones (Supplementary Fig. S10C). Consistently, receiver-operating characteristic (ROC) curve showed a good diagnostic performance of TESPA1 for AML (Supplementary Fig. S10D). Meanwhile, prognostic evaluation using the data from public databases showed that high expression of TESPA1 was associated with increased relapse percentage and decreased overall survival of AML patients (Fig. 6B; Supplementary Fig. S10E). These data imply that TESPA1 may play a potential role in AML progression. To further confirm this possibility, we measured human AML cell lines and then knocked down TESPA1 expression in HEL and MOLM-13 cells (Supplementary Fig. S10F, G). Knockdown of TESPA1 inhibited cell growth and colony formation both in HEL and MOLM-13 cells (Supplementary Fig. S10H, I), with no obvious alteration of apoptosis rate (Supplementary Fig. S10J, K). More importantly, TESPA1 knockdown also significantly suppressed primary human AML cell growth (Fig. 6C; Supplementary Fig. S10L). In accordance with above data, TESPA1 knockdown did not affect mRNA level but reduced protein expression of c-Myc in AML cells (Supplementary Fig. S10M-O). Taken together, TESPA1 may contribute to the occurrence and development of AML.

**Fig. 6:**
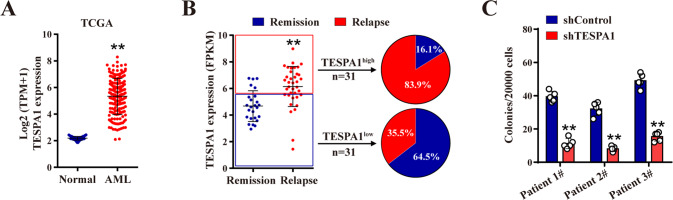
TESPA1 is essential for human acute myeloid leukemia (AML) cell growth. **A** The expression of TESPA1 in AML patients and healthy donors. The data (173 AML patients and 70 healthy donors) were derived from The Cancer Genome Atlas (TCGA) database. **B** Distribution of TESPA1 expression in AML patients with remission or relapse. Data were obtained from Vizome database (http://www.vizome.org/). **C** The colony formation assays of primary human AML cells after TESPA1 knockdown. Each dot represents one culture. ^**^P <  0.01.

### Tespa1 drives murine AML progression and maintains LSC function

To comprehensively understand the role of Tespa1 in leukemogenesis, we employed the MLL-AF9-induced murine AML model (Supplementary Fig. S11A). Tespa1 deletion substantially reduced the colony forming ability of pre-leukemic cells in vitro and prolonged AML mice survival (Fig. 7A; Supplementary Fig. S11B). Furthermore, we observed that *Tespa1*^*-/-*^ AML mice exhibited a largely reduced ratio of GFP^+^ leukemic cells in the PB and BM, accompanied by decreases in malignant cells and total WBC count in the PB (Fig. 7B; Supplementary Fig. S11C, D). Not surprisingly, spleen, lung and liver showed lower weights and less immature cell infiltration in recipients transplanted with *Tespa1*^*-/-*^ AML cells in comparation with controls (Supplementary Fig. S11E, F).

**Fig. 7:**
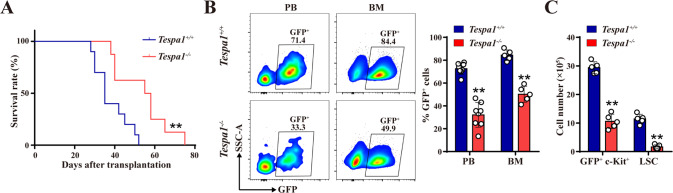
Tespa1 drives murine AML progression and maintains leukemia stem cell (LSC) function. **A** The survival curves for mice after transplanted with *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ pre-leukemic cells (*n* = 8–10). **B** Flow cytometric analysis of the percentage of GFP^+^ cells in the PB and BM from primary AML mice at day 25 after transplantation (*n* = 5–8). **C** The numbers (two femurs and tibias) of GFP^+^ c-Kit^+^ cells and LSCs in the BM from recipients at day 25 after transplantation (*n* = 5). LSC, Lin^-^ Sca1^-^ GFP^+^ c-Kit^+^ CD34^+^ CD16/32^+^. ^**^P < 0.01.

Finally, we analyzed the characteristics of LSCs in murine AML model, and found that the percentages and numbers of GFP^+^ c-Kit^+^ cells and LSCs were evidently reduced after Tespa1 deletion (Fig. 7C; Supplementary Fig. S11G). However, comparable apoptosis rates of GFP^+^ c-Kit^+^ cells were detected in *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ AML mice (Supplementary Fig. S11H). Notably, we also observed a prominent reduction in c-Myc expression in Tespa1-deficient LSCs relative to controls (Supplementary Fig. S11I). Collectively, we reasonably conclude that Tespa1 plays a crucial role in promoting the maintenance of LSCs.

## Discussion

HSCs contribute to the hematopoietic homeostasis under normal physiological conditions and mediate hematopoietic regeneration after stresses, while LSCs drive the initiation, progression and recurrence of AML [1, 5, 12]. They share some common characteristics, to some extent, both having intensive self-renewal potential [13, 17]. Despite increasing attention has been focused on the regulatory network of both stem cells, a deep understanding is still lacking. Here, our study shows for the first time that Tespa1 preserves the self-renewal of HSCs and LSCs through supporting c-Myc signaling.

It was reported that Tespa1, as a gene specifically expressed in thymus, plays an important role in T cell development [19, 20]. In our study, we first observed that Tespa1 is also present in HSCs and is remarkably elevated when exposed to 5-FU and IR. Then, using *Tespa1*^*-/*-^ mice, we found that although Tespa1 is dispensable for homeostatic hematopoiesis, its ablation accelerated hematopoietic recovery during short-term stresses, suggesting that stress stimuli might amplify the role of Tespa1 in HSCs. Consistently, *Tespa1*^*-/*-^ HSCs exhibited significantly reduced quiescence and increased proliferation after stresses. However, the changes of some hematopoietic phenotypes were not completely uniform following exposure to 5-FU and IR, which might be due to the different action mechanisms of these two stress factors. It was well accepted that quiescence maintenance is vital for preserving the self-renewal capacity of HSCs and preventing them from exhaustion during continuous hematopoietic output [7, 8]. Numerous studies, including our own work, have shown that HSC proliferation is needed for hematopoietic recovery, whereas excessive amplification of HSC number may consume their self-renewal ability, eventually leading to hematopoietic failure [24, 34]. In line with this notion, transplantation assays confirmed that the long-term self-renewal capacity of HSCs were severely compromised in the absence of Tespa1. Therefore, our findings manifest that Tespa1 is necessary for the maintenance of HSC stemness and function.

c-Myc is a well-known signaling molecule that is implicated in multiple biological process, including cell metabolism, stemness maintenance, cell cycle regulation, etc [35, 36]. In recent years, the role of c-Myc in HSCs has been a topic of debate. Some researchers hold the opinion that c-Myc is a proliferation-promoting gene and its overexpression decreases HSC self-renewal [37, 38]. However, others point out that c-Myc promotes the maintenance of HSC quiescence and function, because it can directly control the transcription of several stemness-associated genes [27–29]. In this work, we found that deletion of Tespa1 results in a reduced protein level of c-Myc in HSCs during hematopoietic regeneration, accompanied by impaired HSC quiescence and long-term repopulating function. Additionally, we discovered that c-Myc target genes that have been shown to promote HSC maintenance, including *Myct1*, *Jmjd1c*, *Nr4a1*, *Nr4a2*, *Nr4a3* and *Egr1* [39–43], were obviously downregulated in Tespa1-ablated HSCs after stresses. These observations are similar to those seen in mice with haploinsufficiency of c-Myc [27]. Importantly, overexpression of c-Myc improved the defects of *Tespa1*^*-/-*^ HSCs, indicating that the effect of Tespa1 on HSCs, at least in part, via c-Myc. On the other hand, there are some studies concerning the role of c-Myc on HSC apoptosis, but we did not detect any appreciable change in *Tespa1*^*+/+*^ and *Tespa1*^*-/-*^ HSCs upon stresses in our experiments. A potential explanation for this discordance is the compensatory effect of c-Myc target genes on HSC apoptosis, as previously reported [39, 42]. Collectively, our data disclose that Tespa1 facilitates HSC maintenance probably through sustaining c-Myc signaling during stress hematopoiesis.

It is worth that Tespa1 was previously discovered to orchestrate the TCR pathway in T cells by interacting with IP3R, PLC-γ1 and Grb2 [19], which suggests that Tespa1 is an important signal regulatory factor. Accumulating evidence reveals that COP9 signalosome, an evolutionary conserved protein complex, is involved in suppressing the ubiquitin-proteasome system that mediates the degradation of intracellular proteins [32, 44]. CSN6 is a subunit of COP9 signalosome and has been shown to enhance the stability of some proteins, such as c-Myc, FOXO4 and EGFR, by decreasing their ubiquitination [33, 45, 46]. A previous investigation reported that overexpression of CSN5, a homologue of CSN6, leads to HSC proliferation and development of a myeloproliferative disorder in mice by increasing p53 degradation [47]. Here, we noticed that there is an interaction between Tespa1 and CSN6 protein and Tespa1 deficiency leads to reduced protein levels of c-Myc rather than CSN6 in HSCs. Subsequently, treatment with MG-132, a proteasome inhibitor which has been reported to repress c-Myc degradation [48, 49], virtually restored c-Myc level in *Tespa1*^*-/-*^ HSCs. More importantly, overexpression of CSN6 increased c-Myc protein level in *Tespa1*^*+/+*^ HSCs but not in *Tespa1*^*-/-*^ HSCs, indicating that CSN6 stabilizes c-Myc in the presence of Tespa1. Accordingly, it is reasonable to propose that Tespa1 can interact with CSN6 to inhibit c-Myc degradation in HSCs.

AML is a hematopoietic malignancy, which arises from uncontrolled expansion and blocked differentiation of LSCs [12, 50]. In addition to regulating normal hematopoiesis, c-Myc also has a pro-oncogenic role in AML [51]. Deletion of c-Myc can evidently reduce LSC self-renewal and survival [15, 52]. It is reasonable because many well recognized stemness genes are proto-oncogenes, such as Meis1, Msi2, Hoxa9 and Evil [53–56]. In the present study, we found that Tespa1 is remarkably upregulated in human AML cells and its deletion significantly suppresses the growth of AML cells. Additionally, we discovered that Tespa1 ablation inhibits AML progression and improves the survival of mice with MLL-AF9-induced AML. More importantly, the frequency and number of LSCs was decreased when Tespa1 was ablated, along with a reduction in c-Myc protein expression. These data indicate that Tespa1 facilitates AML progression and LSC functional maintenance probably through reducing c-Myc degradation. Furthermore, data from cBioPortal and Vizome databases showed that no mutation of TESPA1 was present in patients with AML and no more than 0.1% mutations of TESPA1 in patients with other types of leukemia [57, 58], suggesting that TESPA1 may be a relatively stable target for clinical treatment of AML. On the other hand, considering that Tespa1 is dispensable for homeostatic hematopoiesis, it is possible to explore potential Tespa1 inhibitors that can selectively target quiescent LSCs without apparent toxicity to normal HSCs in AML patients, similar to previous reports [59, 60]. Notably, Tespa1 inhibitors should be used with caution to protect the function of normal HSCs in AML patients exposed to stress stimuli. After all, stress may upregulate the expression of Tespa1 in normal HSCs and Tespa1 deficiency may affect hematopoiesis under stress conditions, as shown in our study.

In conclusion, we demonstrate that loss of Tespa1 in HSCs and LSCs reduces c-Myc protein stability, impairing stress hematopoiesis and AML propagation. Consequently, our data uncover a key role of Tespa1 in regulating the maintenance of HSCs and LSCs and provide a new target for hematopoietic regeneration and AML treatment.

## Supplementary information

Supplementary Information

Supplementary Table S1

Supplementary Table S2

## Data Availability

The raw data of RNA-seq were deposited in NCBI GEO database with accession number GSE211292 and GSE211117.

## References

[1] Eaves CJ (2015). Hematopoietic stem cells: concepts, definitions, and the new reality. Blood..

[2] Laurenti E, Gottgens B (2018). From haematopoietic stem cells to complex differentiation landscapes. Nature..

[3] Cabezas-Wallscheid N, Buettner F, Sommerkamp P, Klimmeck D, Ladel L, Thalheimer FB (2017). Vitamin A-Retinoic Acid Signaling Regulates Hematopoietic Stem Cell Dormancy. Cell..

[4] Nakamura-Ishizu A, Takizawa H, Suda T (2014). The analysis, roles and regulation of quiescence in hematopoietic stem cells. Development..

[5] Wilson A, Laurenti E, Oser G, van der Wath RC, Blanco-Bose W, Jaworski M (2008). Hematopoietic stem cells reversibly switch from dormancy to self-renewal during homeostasis and repair. Cell..

[6] Pietras EM, Reynaud D, Kang YA, Carlin D, Calero-Nieto FJ, Leavitt AD (2015). Functionally Distinct Subsets of Lineage-Biased Multipotent Progenitors Control Blood Production in Normal and Regenerative Conditions. Cell Stem Cell.

[7] Wang N, Yin J, You N, Yang S, Guo D, Zhao Y (2021). TWIST1 preserves hematopoietic stem cell function via the CACNA1B/Ca2+/mitochondria axis. Blood..

[8] Hu M, Zeng H, Chen S, Xu Y, Wang S, Tang Y (2018). SRC-3 is involved in maintaining hematopoietic stem cell quiescence by regulation of mitochondrial metabolism in mice. Blood..

[9] Yi M, Li A, Zhou L, Chu Q, Song Y, Wu K. The global burden and attributable risk factor analysis of acute myeloid leukemia in 195 countries and territories from 1990 to 2017: estimates based on the global burden of disease study 2017. J Hematol Oncol. 2020;13:72.10.1186/s13045-020-00908-zPMC728204632513227

[10] Shlush LI, Mitchell A, Heisler L, Abelson S, Ng SWK, Trotman-Grant A (2017). Tracing the origins of relapse in acute myeloid leukaemia to stem cells. Nature..

[11] Rautenberg C, Germing U, Haas R, Kobbe G, Schroeder T. Relapse of Acute Myeloid Leukemia after Allogeneic Stem Cell Transplantation: Prevention, Detection, and Treatment. Int J Mol Sci. 2019;20:228.10.3390/ijms20010228PMC633773430626126

[12] Vetrie D, Helgason GV, Copland M (2020). The leukaemia stem cell: similarities, differences and clinical prospects in CML and AML. Nat Rev Cancer.

[13] O’Reilly E, Zeinabad HA, Szegezdi E (2021). Hematopoietic versus leukemic stem cell quiescence: Challenges and therapeutic opportunities. Blood Rev.

[14] Huntly BJ, Gilliland DG (2005). Leukaemia stem cells and the evolution of cancer-stem-cell research. Nat Rev Cancer.

[15] Amaya ML, Inguva A, Pei S, Jones C, Krug A, Ye H (2022). The STAT3-MYC axis promotes survival of leukemia stem cells by regulating SLC1A5 and oxidative phosphorylation. Blood..

[16] Kollmann S, Grausenburger R, Klampfl T, Prchal-Murphy M, Bastl K, Pisa H (2021). A STAT5B-CD9 axis determines self-renewal in hematopoietic and leukemic stem cells. Blood..

[17] Yu S, Jing X, Colgan John D, Zhao D-M, Xue H-H (2012). Targeting Tetramer-Forming GABPβ Isoforms Impairs Self-Renewal of Hematopoietic and Leukemic Stem Cells. Cell Stem Cell.

[18] Smith LL, Yeung J, Zeisig BB, Popov N, Huijbers I, Barnes J (2011). Functional crosstalk between Bmi1 and MLL/Hoxa9 axis in establishment of normal hematopoietic and leukemic stem cells. Cell Stem Cell.

[19] Wang D, Zheng M, Lei L, Ji J, Yao Y, Qiu Y (2012). Tespa1 is involved in late thymocyte development through the regulation of TCR-mediated signaling. Nat Immunol.

[20] Liang J, Lyu J, Zhao M, Li D, Zheng M, Fang Y, et al. Tespa1 regulates T cell receptor-induced calcium signals by recruiting inositol 1,4,5-trisphosphate receptors. Nat Commun. 2017;8:15732.10.1038/ncomms15732PMC547276428598420

[21] Yao Y, Huang W, Li X, Li X, Qian J, Han H (2018). Tespa1 Deficiency Dampens Thymus-Dependent B-Cell Activation and Attenuates Collagen-Induced Arthritis in Mice. Front Immunol.

[22] Wang D, Zheng M, Qiu Y, Guo C, Ji J, Lei L (2014). Tespa1 negatively regulates FcepsilonRI-mediated signaling and the mast cell-mediated allergic response. J Exp Med.

[23] Yang R, Wang G, Li L, He H, Zheng M, Lu L (2020). Tespa1 plays a role in the modulation of airway hyperreactivity through the IL-4/STAT6 pathway. J Transl Med.

[24] Lu Y, Zhang Z, Wang S, Qi Y, Chen F, Xu Y (2022). Srebf1c preserves hematopoietic stem cell function and survival as a switch of mitochondrial metabolism. Stem Cell Rep.

[25] Zhang Z, Lu Y, Qi Y, Xu Y, Wang S, Chen F (2022). CDK19 regulates the proliferation of hematopoietic stem cells and acute myeloid leukemia cells by suppressing p53-mediated transcription of p21. Leukemia..

[26] Chu Y, Chen Y, Guo H, Li M, Wang B, Shi D (2020). SUV39H1 regulates the progression of MLL-AF9-induced acute myeloid leukemia. Oncogene..

[27] Sheng Y, Ma R, Yu C, Wu Q, Zhang S, Paulsen K (2021). Role of c-Myc haploinsufficiency in the maintenance of HSCs in mice. Blood..

[28] Numata A, Kwok HS, Zhou QL, Li J, Tirado-Magallanes R, Angarica VE (2020). Lysine acetyltransferase Tip60 is required for hematopoietic stem cell maintenance. Blood..

[29] Cheng Y, Luo H, Izzo F, Pickering BF, Nguyen D, Myers R (2019). m(6)A RNA Methylation Maintains Hematopoietic Stem Cell Identity and Symmetric Commitment. Cell Rep.

[30] Chen Y, Sun XX, Sears RC, Dai MS (2019). Writing and erasing MYC ubiquitination and SUMOylation. Genes Dis.

[31] Choi J, Baek KH (2018). Cellular functions of stem cell factors mediated by the ubiquitin-proteasome system. Cell Mol Life Sci.

[32] Wolf DA, Zhou C, Wee S (2003). The COP9 signalosome: an assembly and maintenance platform for cullin ubiquitin ligases?. Nat Cell Biol.

[33] Chen J, Shin JH, Zhao R, Phan L, Wang H, Xue Y (2014). CSN6 drives carcinogenesis by positively regulating Myc stability. Nat Commun.

[34] Hu M, Lu Y, Wang S, Zhang Z, Qi Y, Chen N (2022). CD63 acts as a functional marker in maintaining hematopoietic stem cell quiescence through supporting TGFbeta signaling in mice. Cell Death Differ.

[35] Murphy MJ, Wilson A, Trumpp A (2005). More than just proliferation: Myc function in stem cells. Trends Cell Biol.

[36] Adhikary S, Eilers M (2005). Transcriptional regulation and transformation by Myc proteins. Nat Rev Mol Cell Biol.

[37] Wilson A, Murphy MJ, Oskarsson T, Kaloulis K, Bettess MD, Oser GM (2004). c-Myc controls the balance between hematopoietic stem cell self-renewal and differentiation. Genes Dev.

[38] Menendez-Gutierrez MP, Porcuna J, Nayak RC, Paredes A, Niu H, Nunez V, et al. Retinoid X receptor promotes hematopoietic stem cell fitness and quiescence and preserves hematopoietic homeostasis. Blood. 2023;141:592–608.10.1182/blood.2022016832PMC1008236036347014

[39] Holmfeldt P, Ganuza M, Marathe H, He B, Hall T, Kang G (2016). Functional screen identifies regulators of murine hematopoietic stem cell repopulation. J Exp Med.

[40] Zhu N, Chen M, Eng R, DeJong J, Sinha AU, Rahnamay NF (2016). MLL-AF9- and HOXA9-mediated acute myeloid leukemia stem cell self-renewal requires JMJD1C. J Clin Invest.

[41] Freire PR, Conneely OM (2018). NR4A1 and NR4A3 restrict HSC proliferation via reciprocal regulation of C/EBPα and inflammatory signaling. Blood..

[42] Sirin O, Lukov GL, Mao R, Conneely OM, Goodell MA (2010). The orphan nuclear receptor Nurr1 restricts the proliferation of haematopoietic stem cells. Nat Cell Biol.

[43] Min IM, Pietramaggiori G, Kim FS, Passegue E, Stevenson KE, Wagers AJ (2008). The transcription factor EGR1 controls both the proliferation and localization of hematopoietic stem cells. Cell Stem Cell.

[44] Xue Y, Chen J, Choi HH, Phan L, Chou PC, Zhao R (2012). HER2-Akt signaling in regulating COP9 signalsome subunit 6 and p53. Cell Cycle.

[45] Choi HH, Zou S, Wu JL, Wang H, Phan L, Li K (2020). EGF Relays Signals to COP1 and Facilitates FOXO4 Degradation to Promote Tumorigenesis. Adv Sci.

[46] Hou J, Deng Q, Zhou J, Zou J, Zhang Y, Tan P (2017). CSN6 controls the proliferation and metastasis of glioblastoma by CHIP-mediated degradation of EGFR. Oncogene..

[47] Sinha S, Dwivedi TR, Yengkhom R, Bheemsetty VA, Abe T, Kiyonari H (2019). Asrij/OCIAD1 suppresses CSN5-mediated p53 degradation and maintains mouse hematopoietic stem cell quiescence. Blood..

[48] Jung JH, Jung DB, Kim H, Lee H, Kang SE, Srivastava SK (2018). Zinc finger protein 746 promotes colorectal cancer progression via c-Myc stability mediated by glycogen synthase kinase 3beta and F-box and WD repeat domain-containing 7. Oncogene..

[49] Poole CJ, Zheng W, Lee H, Young D, Lodh A, Chadli A, et al. Targeting the MYC Oncogene in Burkitt Lymphoma through HSP90 Inhibition. Cancers (Basel). 2018;10:448.10.3390/cancers10110448PMC626696030453475

[50] Shlush LI, Zandi S, Mitchell A, Chen WC, Brandwein JM, Gupta V (2014). Identification of pre-leukaemic haematopoietic stem cells in acute leukaemia. Nature..

[51] Zhang L, Li J, Xu H, Shao X, Fu L, Hou Y (2020). Myc-Miz1 signaling promotes self-renewal of leukemia stem cells by repressing Cebp alpha and Cebp delta. Blood..

[52] Bill M, Papaioannou D, Karunasiri M, Kohlschmidt J, Pepe F, Walker CJ (2019). Expression and functional relevance of long non-coding RNAs in acute myeloid leukemia stem cells. Leukemia..

[53] Wang GG, Pasillas MP, Kamps MP (2005). Meis1 programs transcription of FLT3 and cancer stem cell character, using a mechanism that requires interaction with Pbx and a novel function of the Meis1 C-terminus. Blood..

[54] Kharas MG, Lengner CJ, Al-Shahrour F, Bullinger L, Ball B, Zaidi S (2010). Musashi-2 regulates normal hematopoiesis and promotes aggressive myeloid leukemia. Nat Med.

[55] Faber J, Krivtsov A, Stubbs M, Wright R, Davis T, van den Heuvel-Eibrink M (2009). HOXA9 is required for survival in human MLL-rearranged acute leukemias. Blood..

[56] Schmoellerl J, Barbosa IAM, Minnich M, Andersch F, Smeenk L, Havermans M (2023). EVI1 drives leukemogenesis through aberrant ERG activation. Blood..

[57] Cerami E, Gao J, Dogrusoz U, Gross BE, Sumer SO, Aksoy BA (2012). The cBio Cancer Genomics Portal: An Open Platform for Exploring Multidimensional Cancer Genomics Data. Cancer Disco.

[58] Tyner JW, Tognon CE, Bottomly D, Wilmot B, Kurtz SE, Savage SL (2018). Functional genomic landscape of acute myeloid leukaemia. Nature..

[59] Lechman ER, Gentner B, Ng SW, Schoof EM, van Galen P, Kennedy JA (2016). miR-126 Regulates Distinct Self-Renewal Outcomes in Normal and Malignant Hematopoietic Stem Cells. Cancer Cell.

[60] Sheng Y, Yu C, Liu Y, Hu C, Ma R, Lu X (2020). FOXM1 regulates leukemia stem cell quiescence and survival in MLL-rearranged AML. Nat Commun.

# Supplementary material for: Tespa1 facilitates hematopoietic and leukemic stem cell maintenance by restricting c-Myc degradation
**Source:** Leukemia. 2023 Mar 30;37(5):1039–47. doi: 10.1038/s41375-023-01880-6
**Supplement:** Supplementary file 1 — Supplementary Information

## 1 **Supplementary methods**

### 2 **Cell lines.**

3 Human AML cell lines (HEL, MOLM-13, U937, THP-1 and NB4) were cultured in  
4 RPMI-1640 (Hyclone, South Logan, UT, USA) with 10% fetal bovine serum (FBS;  
5 Hyclone). Human stromal cells (HS-5) and HEK293T were cultured in DMEM  
6 (Hyclone) containing 10% FBS (Hyclone). All cell lines were obtained from Procell  
7 Life Science&Technology (Wuhan, China) or Beyotime (Shanghai, China) with  
8 authentication and maintained at 37°C with 5% CO<sub>2</sub>.

### 9 **Primary human AML cell culture.**

10 Primary human AML cells were cultured in StemSpan SFEM (Stem Cell Technologies,  
11 Vancouver, BC, Canada) supplemented with 20 ng/ml rhIL-3 (PeproTech), 100 ng/ml  
12 rhFlt3L (PeproTech), 50 ng/ml rhTPO (PeproTech), 100 ng/ml rhSCF (PeproTech), 1%  
13 penicillin–streptomycin (Beyotime) and 2 mM glutamine (Sigma, St. Louis, MO, USA).  
14 Cells were maintained at 37°C with 5% CO<sub>2</sub>.

### 15 **Stress treatments.**

16 For 5-FU challenge, mice were injected intraperitoneally (i.p.) with a single dose of 150  
17 mg/kg 5-FU (Sigma) and analyzed by flow cytometry at day 9 after injection. For  
18 sublethal irradiation, mice were exposed to 5.0 Gy total body irradiation at Irradiation  
19 Center of Third Military Medical University and tested by flow cytometry at day 13  
20 after IR.

### 21 **Transplantation assays.**

22 The competitive transplantation assays were conducted by intravenously transplanting

BM cells ( $1 \times 10^6$ ) or sorted LT-HSCs ( $1 \times 10^3$ ) from *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice, together with CD45.1<sup>+</sup> BM cells ( $1 \times 10^6$ ), into lethally irradiated (10.0 Gy) CD45.1 recipients. The secondary transplantation assays were performed by injecting BM cells ( $1 \times 10^6$ ) from primary recipients at 16 weeks into new lethally irradiated (10.0 Gy) CD45.1 recipients. PB chimerism was evaluated every 4 weeks and BM chimerism was analyzed at 16 weeks after transplantation. For reciprocal transplantation, experiments were performed as we previously reported. For homing assay, sorted LSKs ( $5 \times 10^4$ ) from *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice were transplanted into CD45.1 recipients receiving lethal irradiation (10.0 Gy) and homing efficiency was analyzed by flow cytometry at 16 hours after transplantation.

### **Duolink proximity ligation assay (PLA).**

Duolink PLA was conducted using the Duolink In Situ Red Starter Kit (Sigma) following the manufacturer's instructions. In brief, LSKs sorted from *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice after 5-FU or IR treatment were spun onto slides. Cells were fixed, permeabilized, blocked and then incubated with anti-Tespa1 (Invitrogen, Carlsbad, CA, USA) and anti-CSN6 (Santa Cruz, Dallas, TX, USA) at 4°C overnight. After washing twice, slides were stained with PLA probe at 37°C for 60 min, ligated with ligase at 37°C for 30 min, and amplified with polymerase at 37°C for 100 min. After staining with 4',6-diamidino-2-phenylindole (DAPI; Sigma), slides were sealed using medium and imaged using a confocal microscope (LSM780; Carl Zeiss, Jena, Germany). Detailed information of antibodies is provided in Supplementary Table S1.

### **Immunofluorescence.**

LSKs were sorted from *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice after 5-FU or IR treatment and spun onto slides. Then, cells were fixed with 4% paraformaldehyde for 15 min, permeabilized with 0.5% Triton X-100 for 15 min. After blocking, cells were incubated with anti-Tespa1 (Invitrogen) and anti-CSN6 (Santa Cruz) antibodies at 4°C overnight, and then stained with fluorochrome-conjugated secondary antibodies (Invitrogen) at room temperature (RT) for 60 min. Finally, sample imaging was performed using a Zeiss LSM780 confocal microscope (Carl Zeiss). Detailed information of antibodies is provided in Supplementary Table S1.

### **Western blot and co-immunoprecipitation analysis.**

For Western blot analysis, cells were washed with phosphate buffered saline (PBS) and then lysed by RIPA buffer (Beyotime). Cell lysates were fractionated using 10% SDS-PAGE (EpiZyme, Shanghai, China) and transferred onto the PVDF membranes (Merck Millipore, Burlington, MA, USA). After blocking, the membranes were incubated with anti-Tespa1 (Invitrogen) or anti-GAPDH (Beyotime) overnight 4°C, followed by incubation with HRP-conjugated secondary antibodies (Beyotime) at 37°C for 1 hour. Finally, all bands were detected using Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific, Waltham, MA, USA) or BeyoECL Star (Beyotime).

For immunoprecipitation analysis, Lin<sup>-</sup> c-Kit<sup>+</sup> cells sorted from *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice upon 5-FU and IR exposure were extracted by RIPA buffer (Beyotime). Then, cell lysates were incubated with indicated antibodies pre-coupled to protein G magnetic beads (Invitrogen). After washing and eluting, proteins were collected for Western blot analysis. The host species of antibodies used for immunoprecipitation

were different from those of primary antibodies used for Western blot to avoid the interference from the heavy chain and light chain. Detailed information of antibodies is provided in Supplementary Table S1.

#### **RNA extraction and qPCR analysis.**

Total RNA extraction was performed using the RNA queous-Micro Kit (Invitrogen) according to the manufacturer's protocols. RNA was reversely transcribed to cDNA using the PrimeScript RT Reagent Kit (TaKaRa, Tokyo, Japan) and then subjected to PCR analysis using the SYBR Premix Ex Taq II Kit (TaKaRa). The relative expression of each gene was normalized to *Gapdh* and determined by  $2^{-\Delta\Delta C_t}$  methods. Detailed information of primer sequences is provided in Supplementary Table S2.

#### **RNA-seq and data analysis.**

RNA was purified from *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> LSKs at day 9 after 5-FU treatment or at day 13 upon IR exposure. Subsequently, RNA was submitted to Sinotech Genomics Co., Ltd (Shanghai, China) to perform RNA-seq. Fold change >1.5 and P value < 0.05 was used to define differential expressed genes. Heatmaps and volcano plots were visualized using R package ComplexHeatmap and EnhancedVolcano, respectively. GSEA was conducted using GSEA\_4.0.3 software.

#### **Serial replating assay.**

Pre-leukemic cells were seeded in MethoCult<sup>TM</sup> M3434 (Stem Cell Technologies) at the density of  $1 \times 10^3$  cells per well. After incubation at 37°C for 7 days, colonies were counted and harvested for replating in a new medium for another 7 days.

#### **Public database analysis.**

The expression of TESPA1 in AML samples and normal human controls were analyzed using TCGA database and GEO dataset (GSE300029). The scRNA-seq data of AML cells were obtained from the Atlas of blood cells (<http://abc.sklehabc.com/>) under the accession no. EGAD00001008185. ROC curve was calculated using R package pROC. The data about TESPA1 expression in AML patients with remission or relapse were obtained from the Vizome database (<http://www.vizome.org/>). Kaplan-Meier survival analysis of AML patients was performed using the data from GEO database (GSE12417).

**Code availability.**

The code used for R analysis are available from the corresponding author on reasonable request.

## **Supplementary Tables**

**Table S1.** Antibodies used in flow cytometry, duolink proximity ligation, immunofluorescence, Western blot and immunoprecipitation

**Table S2.** Primer sequences for mRNA expression and shRNA sequences for TESPA1 knockdown

## Supplementary Figure S1

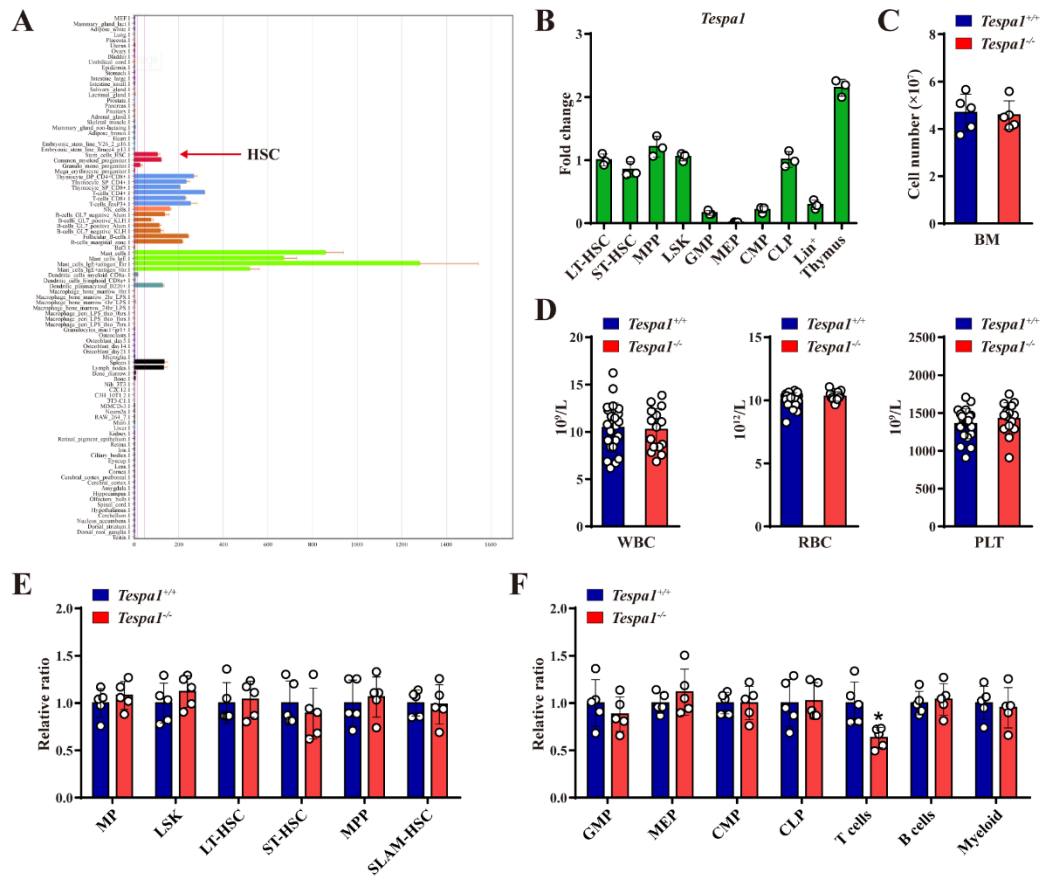

**Supplementary Figure S1. The effect of Thymocyte-expressed, positive selection-associated 1 (*Tesp1*) deletion on hematopoiesis in mice under steady-state.**

(A) *Tesp1* expression profile obtained from the BioGPS dataset (<http://biogps.org/>).

(B) Relative expression levels of *Tesp1* mRNA in different hematopoietic cell subsets sorted from normal wild-type (WT) mice were detected by quantitative real-time PCR (qPCR) (n = 3). Long-term HSC (LT-HSC), Lin<sup>-</sup> Sca1<sup>+</sup> c-Kit<sup>+</sup> CD34<sup>-</sup> Flk2<sup>-</sup>; short-term HSC (ST-HSC), Lin<sup>-</sup> Sca1<sup>+</sup> c-Kit<sup>+</sup> CD34<sup>+</sup> Flk2<sup>-</sup>; multipotent progenitor (MPP), Lin<sup>-</sup> Sca1<sup>+</sup> c-Kit<sup>+</sup> CD34<sup>+</sup> Flk2<sup>+</sup>; LSK, Lin<sup>-</sup> Sca1<sup>+</sup> c-Kit<sup>+</sup>; granulocyte/macrophage progenitor (GMP), Lin<sup>-</sup> CD127<sup>-</sup> Sca1<sup>-</sup> c-Kit<sup>+</sup> CD16/32<sup>+</sup> CD34<sup>+</sup>; megakaryocyte/erythroid progenitor (MEP), Lin<sup>-</sup> CD127<sup>-</sup> Sca1<sup>-</sup> c-Kit<sup>+</sup> CD16/32<sup>-</sup> CD34<sup>-</sup>; common myeloid

progenitor (CMP), Lin<sup>-</sup> CD127<sup>-</sup> Sca1<sup>-</sup> c-Kit<sup>+</sup> CD16/32<sup>-</sup> CD34<sup>+</sup>; common lymphoid progenitor (CLP), Lin<sup>-</sup> CD127<sup>+</sup> Sca1<sup>med</sup> c-Kit<sup>med</sup>; Lin<sup>+</sup>, Lineage<sup>+</sup>. (C) Bone marrow (BM) cellularity of *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at steady-state (n = 5). (D) Peripheral blood (PB) counts in *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at a steady state (n = 15-22). WBC, white blood cell. RBC, red blood cell. PLT, platelet. (E) Flow cytometric analysis of the percentages of myeloid progenitors (MPs), LSKs, LT-HSCs, ST-HSCs, MPPs, and signaling lymphocytic activation molecule (SLAM)-HSCs (Lin<sup>-</sup> Sca1<sup>+</sup> c-Kit<sup>+</sup> CD150<sup>+</sup> CD48<sup>-</sup>) in the BM of *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at steady-state (n = 5). (F) The relative percentages of lineage-committed progenitor cells (GMPs, MEPs, CMPs and CLPs) and mature cells (T cells, B cells and myeloid cells) in the BM of *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at steady-state (n = 5). \*P < 0.05.

## Supplementary Figure S2

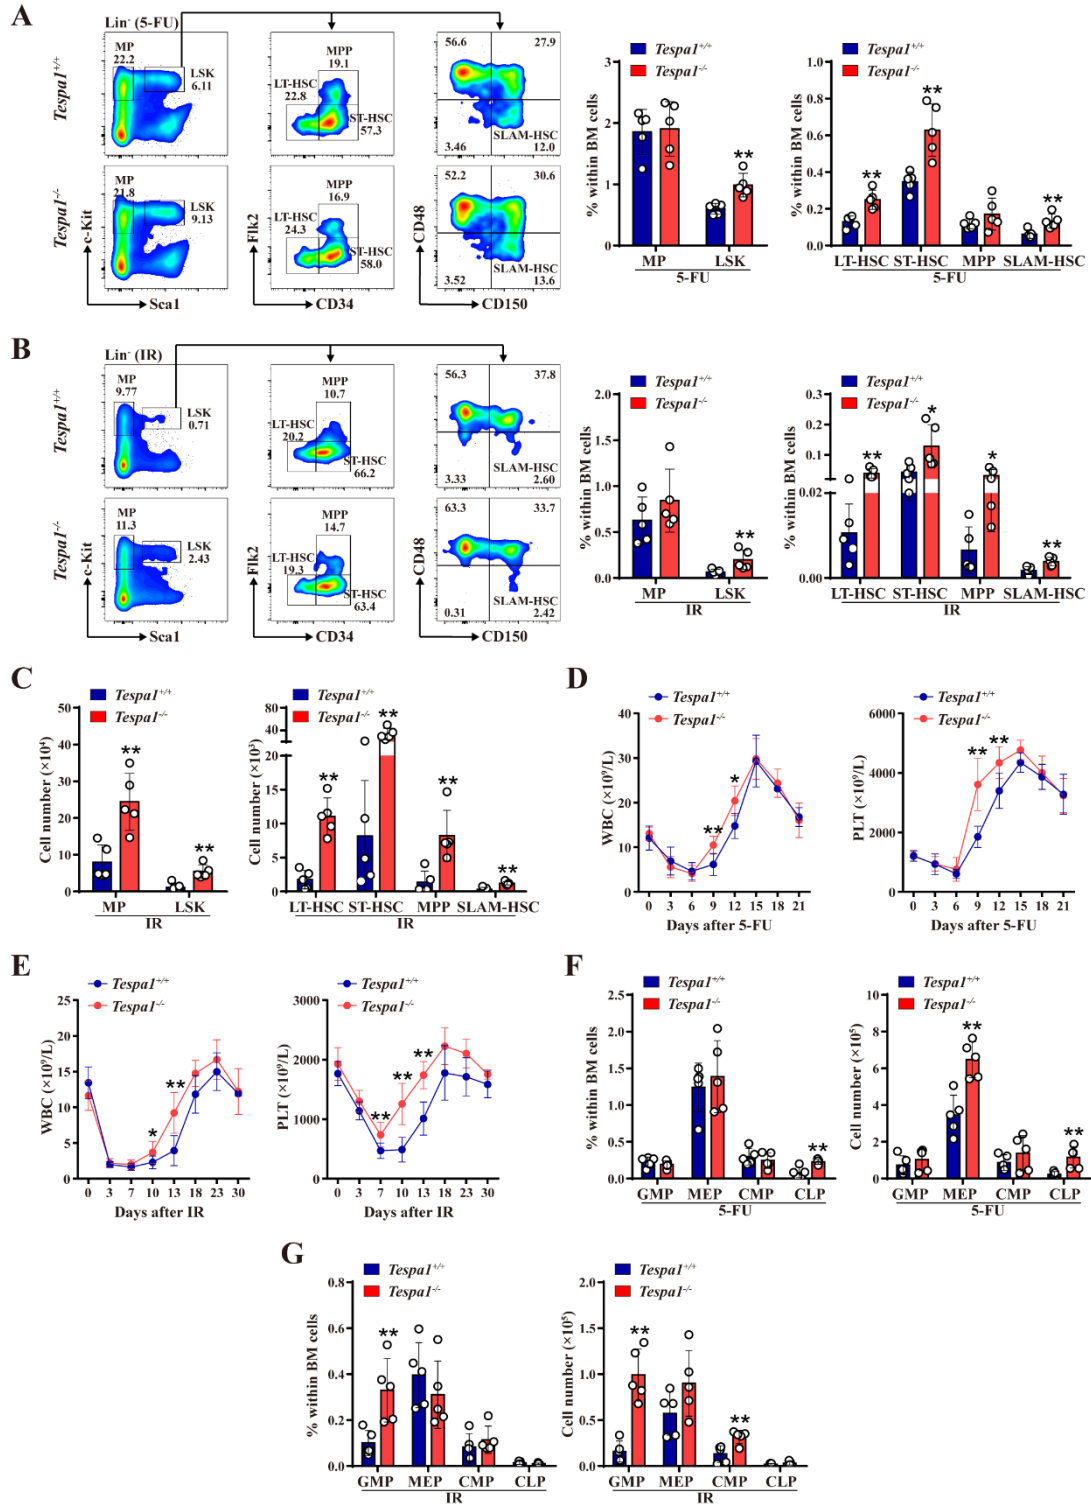

**Supplementary Figure S2. *Tespa1* deficiency promotes hematopoietic recovery in mice after stresses.**

(A, B) Flow cytometric analysis of the percentages of indicated populations in the BM

of *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> mice (A) at day 9 following 5-fluorouracil (5-FU) injection or (B) at day 13 after irradiation (IR) exposure (n = 5). (C) The numbers (two femurs and tibias) of indicated populations in the BM of *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> mice at day 13 after IR exposure (n = 5). (D, E) The counts of WBC and PLT in the PB of *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> mice at the indicated time points following (D) 5-FU injection or (E) IR exposure (n = 5-11). (F, G) The percentages and numbers (two femurs and tibias) of lineage-committed progenitor cells in *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> BM (F) at day 9 following 5-FU injection or (G) at day 13 after IR exposure (n = 5). \*P < 0.05, \*\*P < 0.01.

### Supplementary Figure S3

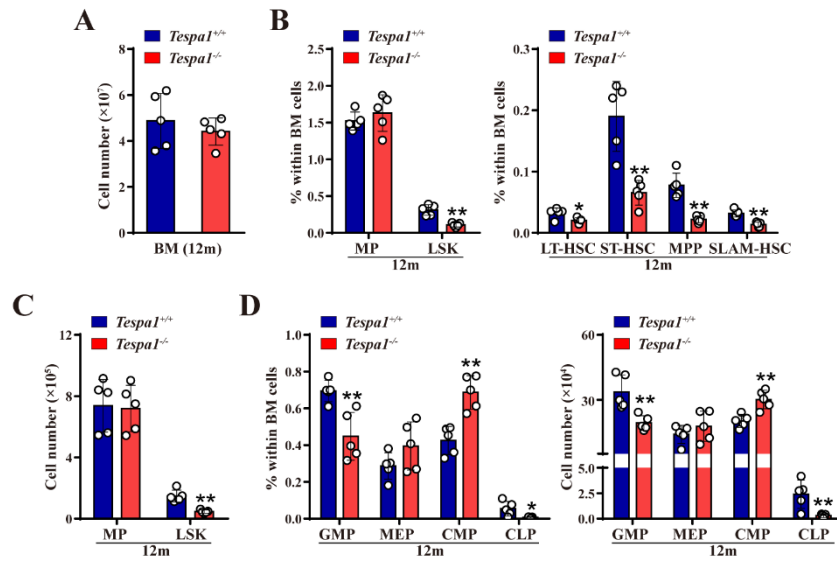

**Supplementary Figure S3. *Tespal* ablation leads to reduced HSC pools in middle aged mice.**

(A) The numbers (two femurs and tibias) of BM cells of 12-month (m)-old *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> mice (n = 5). (B) Flow cytometric analysis of the percentages of hematopoietic stem and progenitor cells (HSPCs) in the BM of 12-month-old *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> mice (n = 5). (C) The numbers (two femurs and tibias) of indicated populations in the BM of 12-month (m)-old *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> mice (n = 5). (D) Flow cytometric analysis of the percentages and numbers (two femurs and tibias) of lineage-committed progenitor cells in the BM of 12-month-old *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> mice (n = 5). \*P < 0.05, \*\*P < 0.01.

Supplementary Figure S4

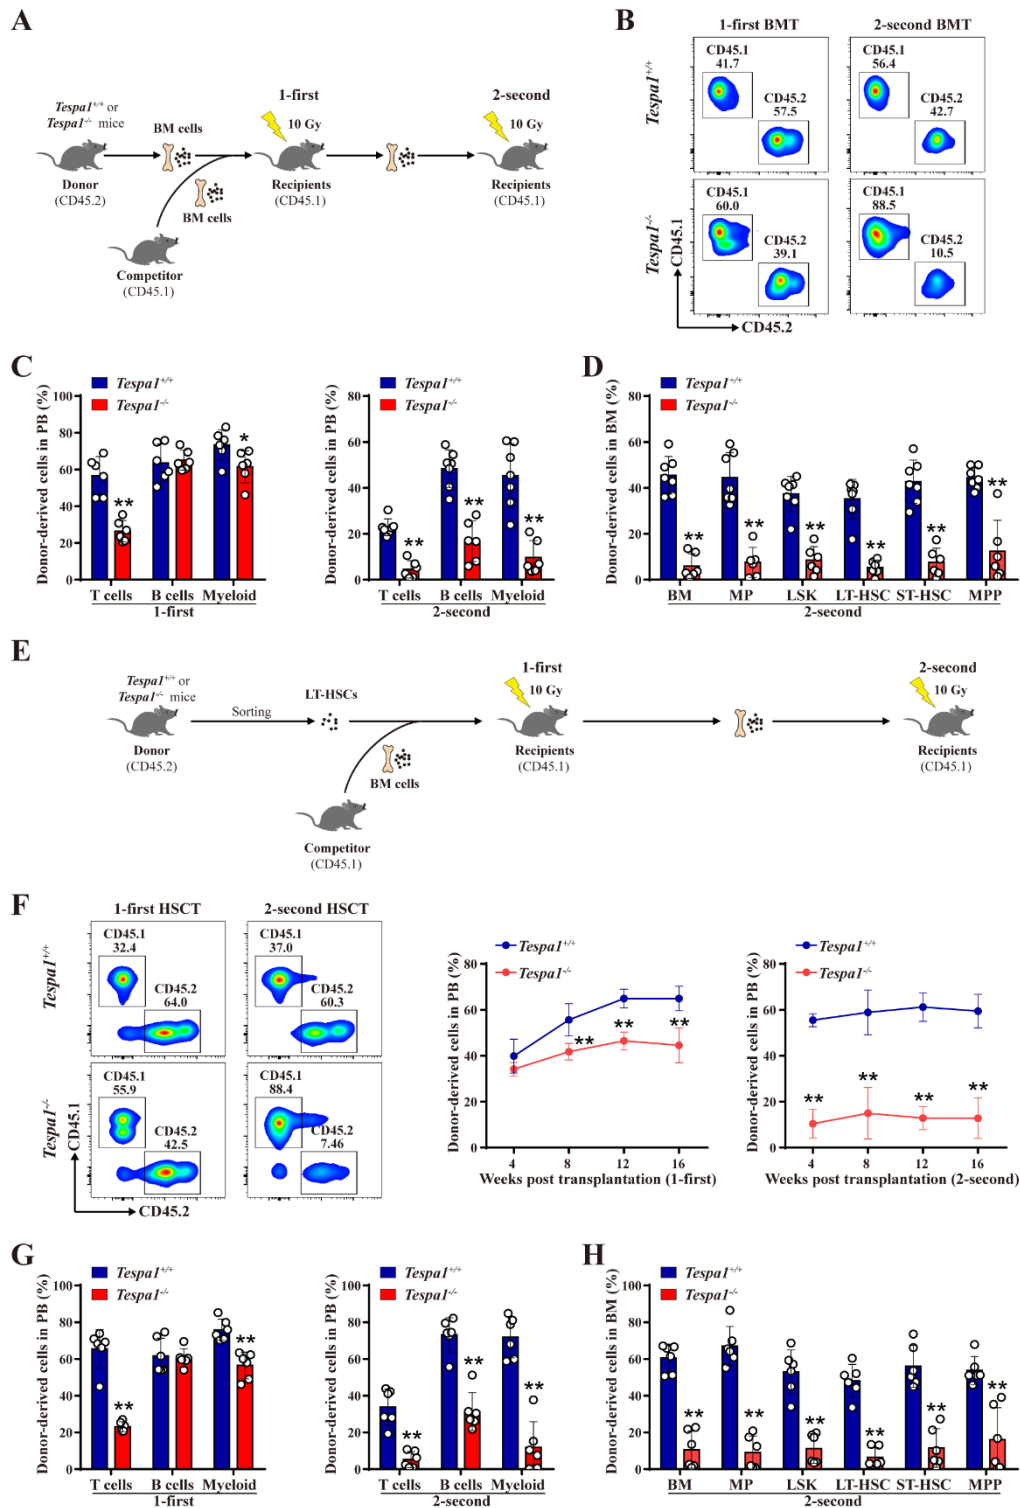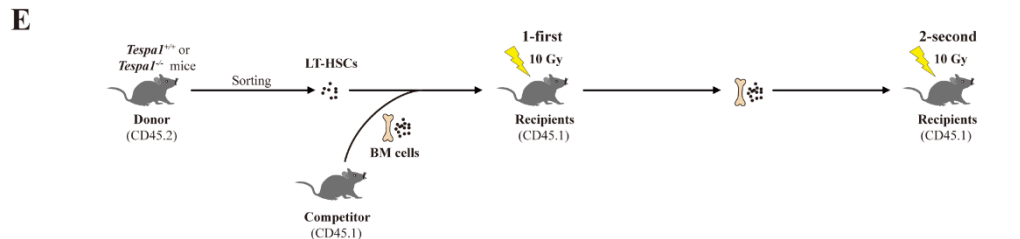

recipients' PB at the indicated time points after first and second BMT. (C) The percentages of donor-derived T cells, B cells, and myeloid cells in PB of recipient mice at 16 weeks after (left) first and (right) second BMT (n = 6-7). (D) The percentages of donor-derived BM cells, MPs, LSKs, LT-HSCs, ST-HSCs, and MPPs in recipient mice at 16 weeks after second BMT (n = 6-7). (E) Schematic for competitive HSC transplantation (HSCT) experiment. (F) The percentages of donor-derived cells in recipients' PB at the indicated time points in (left) first and (right) second HSCT (n = 6-7). Representative flow cytometric plots at 16 weeks after first and second HSCT are shown in the left. (G) The percentages of donor-derived T cells, B cells, and myeloid cells in PB of recipient mice at 16 weeks after (left) first and (right) second HSCT (n = 6). (H) The percentages of donor-derived BM cells, MPs, LSKs, LT-HSCs, ST-HSCs, and MPPs in recipient mice at 16 weeks after second HSCT (n = 6). \*P < 0.05, \*\*P < 0.01.

## Supplementary Figure S5

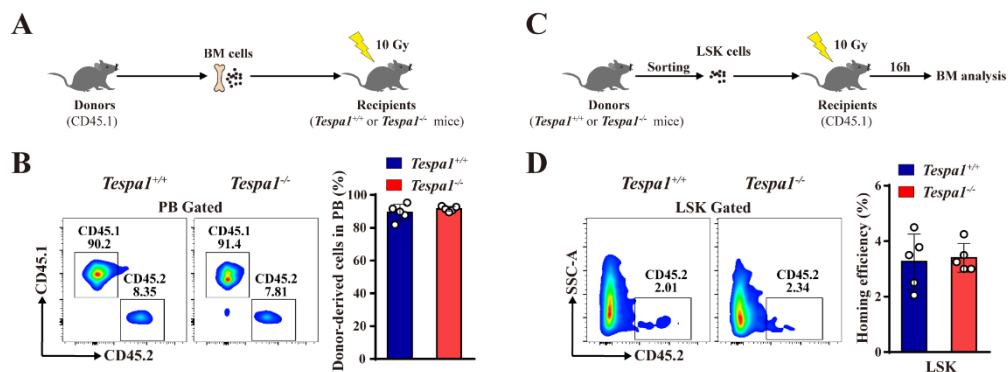

## Supplementary Figure S5. *Tesp1* regulates HSC biology in an intrinsic manner.

(A, B) Reciprocal BMT experiments of *Tesp1*<sup>+/+</sup> and *Tesp1*<sup>-/-</sup> mice (n = 5). (C, D)

Homing assays of LSKs from *Tesp1*<sup>+/+</sup> and *Tesp1*<sup>-/-</sup> mice (n = 5).

## Supplementary Figure S6

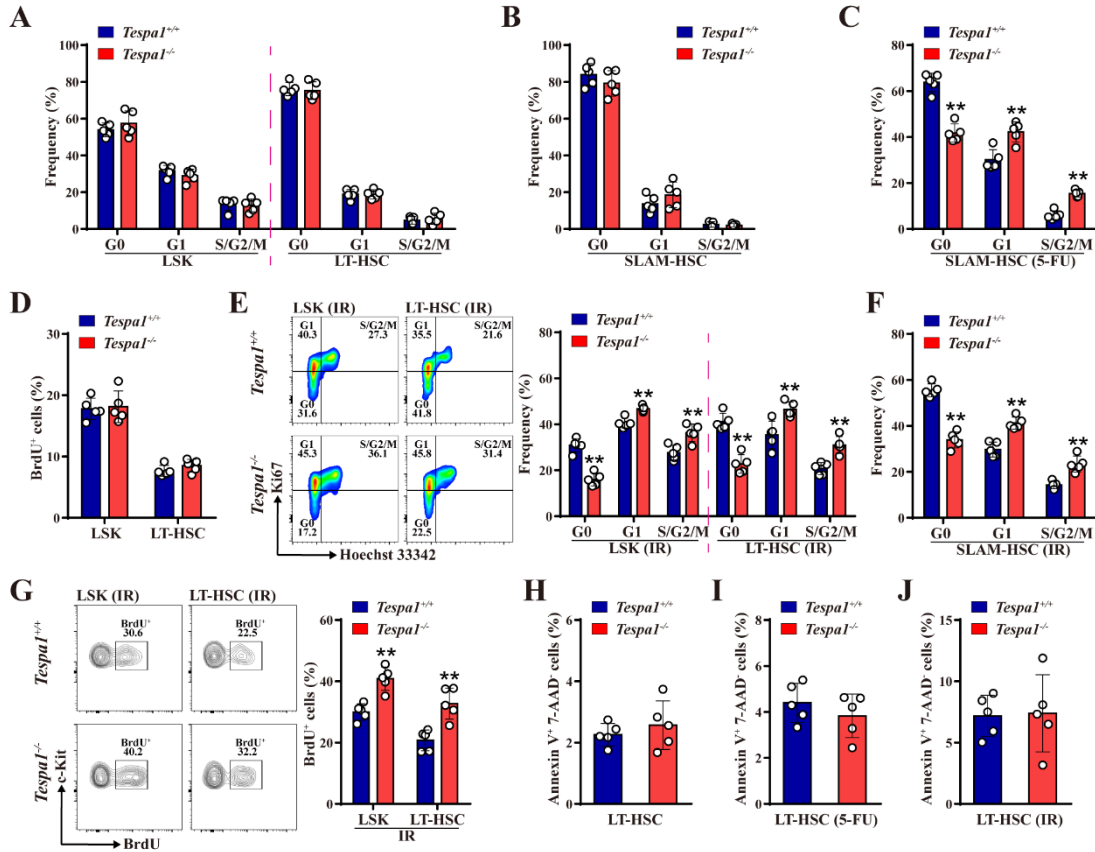

**Supplementary Figure S6. Loss of *Tespa1* promotes HSC proliferation after stress but not at steady-state.**

(A, B) Cell cycle analysis of (A) LSKs, LT-HSCs, and (B) SLAM-HSCs in the BM of *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at steady-state (n = 5). (C) Cell cycle analysis of SLAM-HSCs in the BM of *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at day 9 after 5-FU injection (n = 5). (D) The proportion of bromodeoxyuridine (BrdU)<sup>+</sup> cells in LSKs and LT-HSCs from *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> BM at steady-state (n = 5). (E) Flow cytometric analysis of the cell cycle of LSKs and LT-HSCs in the BM of *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at day 13 after IR exposure (n = 5). (F) Cell cycle analysis of SLAM-HSCs in the BM of *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at day 13 after IR exposure (n = 5). (G) Flow cytometric analysis of the proportion of BrdU<sup>+</sup> cells in LSKs and LT-HSCs from *Tespa1*<sup>+/+</sup> and

*Tespal*<sup>-/-</sup> mice at day 13 after IR exposure (n = 5). (H-J) Flow cytometric analysis of the apoptosis in LT-HSCs from *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> mice (H) at steady-state, (I) at day 9 following 5-FU injection, and (J) at day 13 after IR exposure (n = 5). \*\*P < 0.01.

## Supplementary Figure S7

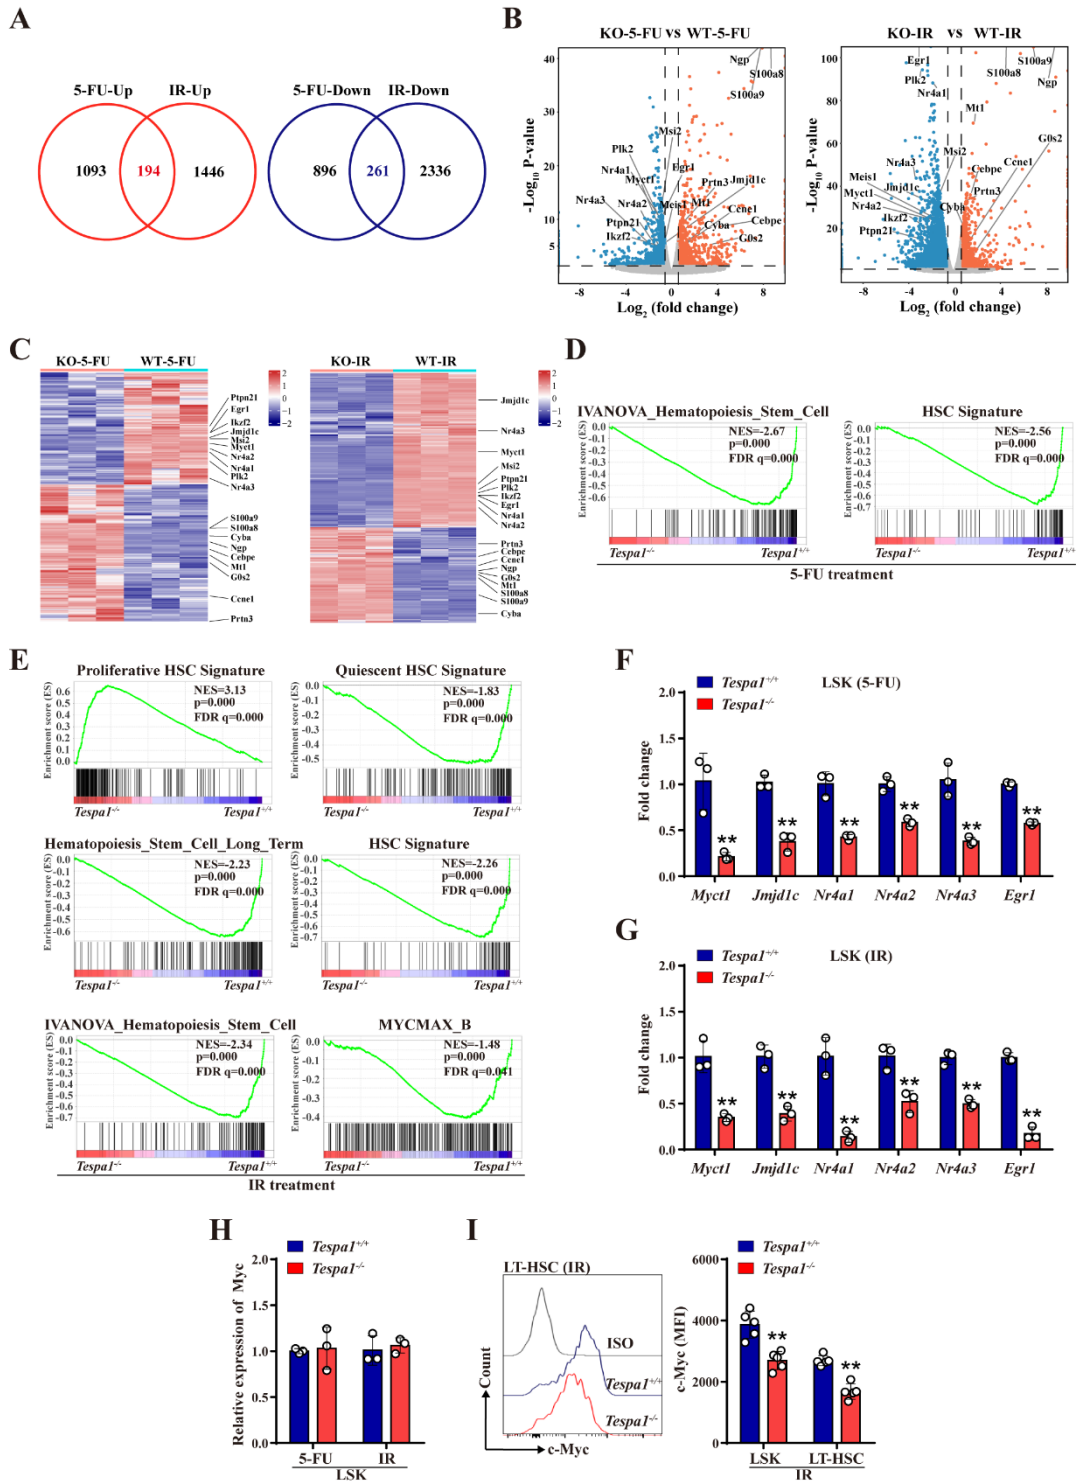

**Supplementary Figure S7. *Tespa1* deficiency reduces stemness-related signatures and c-Myc target gene expression in HSCs upon stress.**

(A) Transcriptomes profiling of LSKs sorted from *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at day

9 following 5-FU injection or at day 13 after IR exposure, respectively. Red-colored box represents upregulated genes and blue-colored box represents downregulated genes in LSKs after *Tespal* knockout (KO). (B) The volcano plots of upregulated genes or downregulated genes by 1.5-fold or more in *Tespal*<sup>-/-</sup> (KO) LSKs in relative to *Tespal*<sup>+/+</sup> (WT) LSKs following (left) 5-FU and (right) IR treatment ( $p < 0.05$ ). (C) The heatmap plots of upregulated genes or downregulated genes by 1.5-fold or more in *Tespal*<sup>-/-</sup> (KO) LSKs in relative to *Tespal*<sup>+/+</sup> (WT) LSKs following (left) 5-FU and (right) IR treatment ( $p < 0.05$ ). Representative common differentially expressed genes are indicated. (D) Gene set enrichment analysis (GSEA) of RNA-sequencing (RNA-seq) data with HSC-related gene sets after 5-FU treatment. (E) GSEA of RNA-seq data with HSC-related gene sets and MYC-related gene set after IR exposure. (F, G) qPCR analysis of the mRNA expression of indicated genes in LSKs isolated from *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> mice (F) at day 9 following 5-FU injection or (G) at day 13 after IR exposure ( $n = 3$ ). (H) qPCR analysis of c-Myc mRNA expression in LSKs from *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> mice at day 9 following 5-FU injection or at day 13 after IR exposure ( $n = 3$ ). (I) Flow cytometric analysis of c-Myc protein expression in LSKs and LT-HSCs from *Tespal*<sup>+/+</sup> and *Tespal*<sup>-/-</sup> mice at day 13 after IR exposure ( $n = 5$ ). \*\* $P < 0.01$ .

Supplementary Figure S8

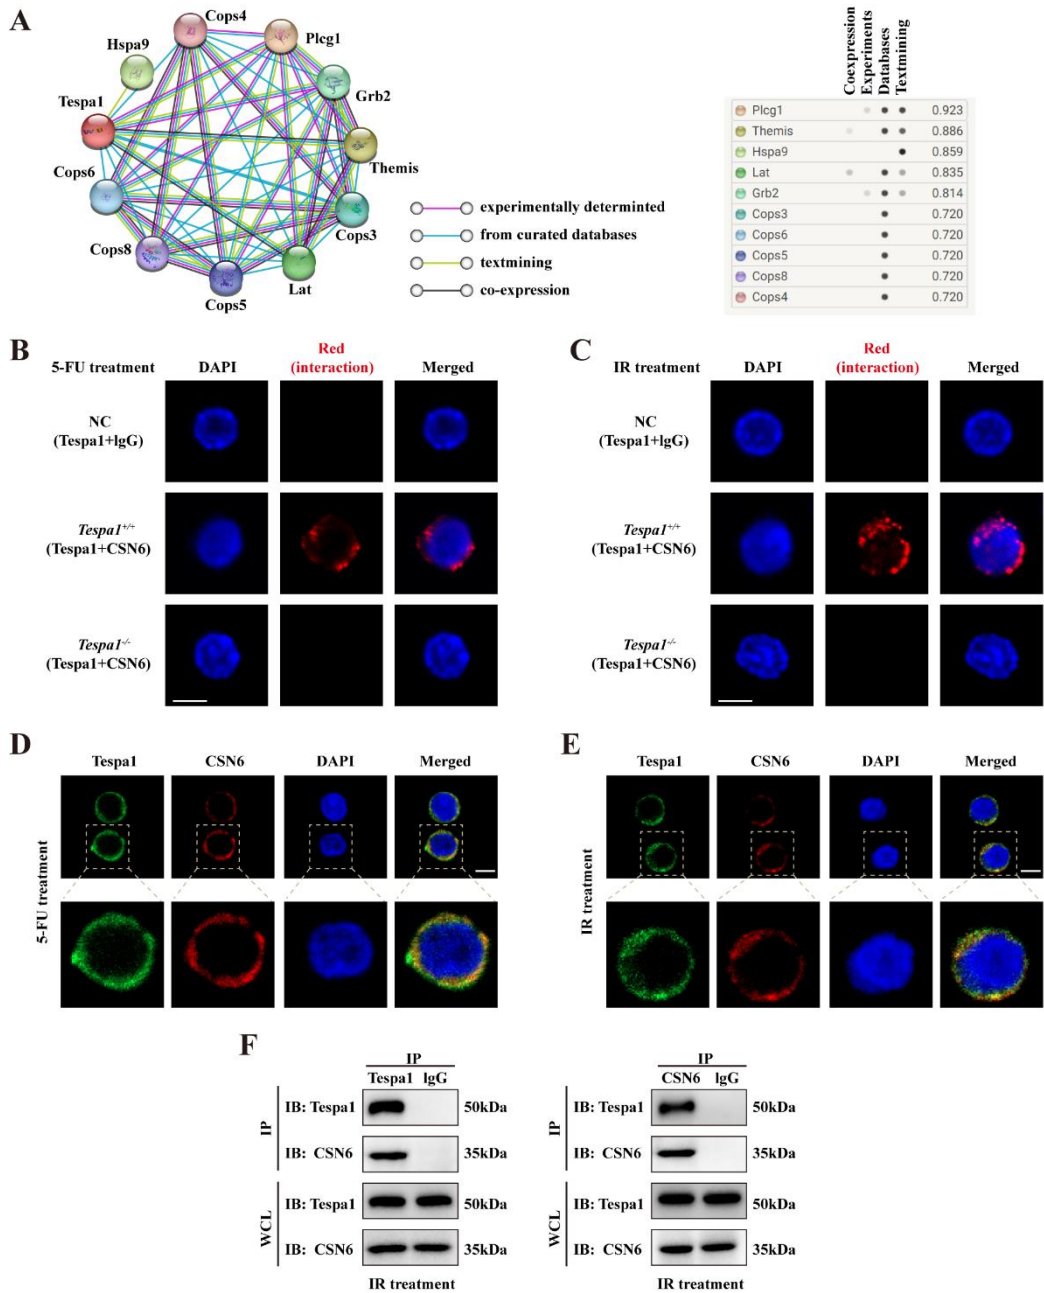

**Supplementary Figure S8. Tespa1 interacts with CSN subunit 6 (CSN6) in HSCs.**

(A) The potential Tespa1 interacting factors in STRING database (<http://string-db.org>).

(B, C) *In situ* proximity ligation assays for analysis of the interaction of Tespa1 and

CSN6 in LSKs sorted from the BM of mice (B) at day 9 following 5-FU injection or

(C) at day 13 after IR treatment. As a negative control, proximity ligation was

performed using a rabbit anti-Tespa1 antibody and a mouse IgG. The scale bar represents 5  $\mu$ m. (D, E) Immunofluorescence analysis of the colocalization of Tespa1 and CSN6 in LSKs sorted from normal mice (D) at day 9 following 5-FU injection or (E) at day 13 after IR treatment. The scale bar indicates 5  $\mu$ m. (F) Co-immunoprecipitation analysis of Tespa1 and CSN6 interaction in Lin<sup>-</sup> c-Kit<sup>+</sup> cells purified from the BM of mice at day 13 after IR treatment. IgG antibody was used as the negative control.

## Supplementary Figure S9

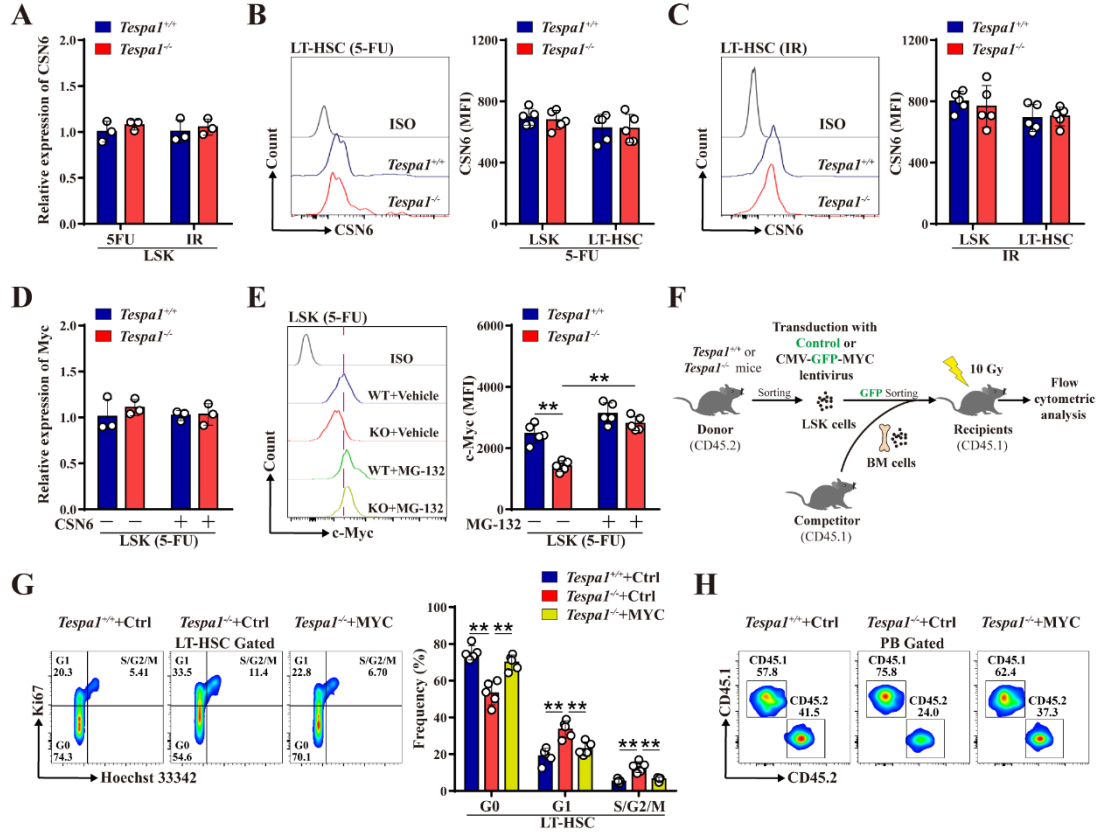

## Supplementary Figure S9. Myc downregulation is responsible for the deficiency of *Tespa1*-null HSCs.

(A) qPCR analysis of CSN6 mRNA expression in LSKs sorted from *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at day 9 following 5-FU injection or at day 13 after IR treatment (n = 3).

(B, C) Flow cytometric analysis of CSN6 protein expression in LSKs and LT-HSCs from *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice (B) at day 9 following 5-FU injection or (C) at day 13 after IR treatment (n = 5).

(D) LSKs from the BM of *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at day 9 post 5-FU injection were transduced with control (Ctrl) or CSN6 overexpression lentivirus. Then, c-Myc mRNA expression in LSKs was analyzed by qPCR after transduction (n = 3).

(E) LSKs were sorted from the BM of *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> mice at day 9 post 5-FU injection. Flow cytometric analysis of c-Myc protein

(F) Flow cytometric analysis of c-Myc protein

expression in LSKs after culture with or without MG-132 (50 µg/ml) for 6 hours (n = 5).  
(F-H) LSKs from *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> BM were transduced with control (Ctrl) or c-Myc overexpression lentivirus. Green fluorescent protein (GFP)<sup>+</sup> cells were then transplanted into CD45.1 recipient mice with CD45.1 competitor BM cells. (F) Schematic for experiment strategy. (G) Cell cycle distribution in donor-derived LT-HSCs at 16 weeks after transplantation (n = 5). Representative flow cytometric plots are shown in left. (H) Representative flow cytometric plots showing the percentage of donor-derived cells in PB of recipient mice at 16 weeks after transplantation. \*\*P < 0.01.

# Supplementary Figure S10

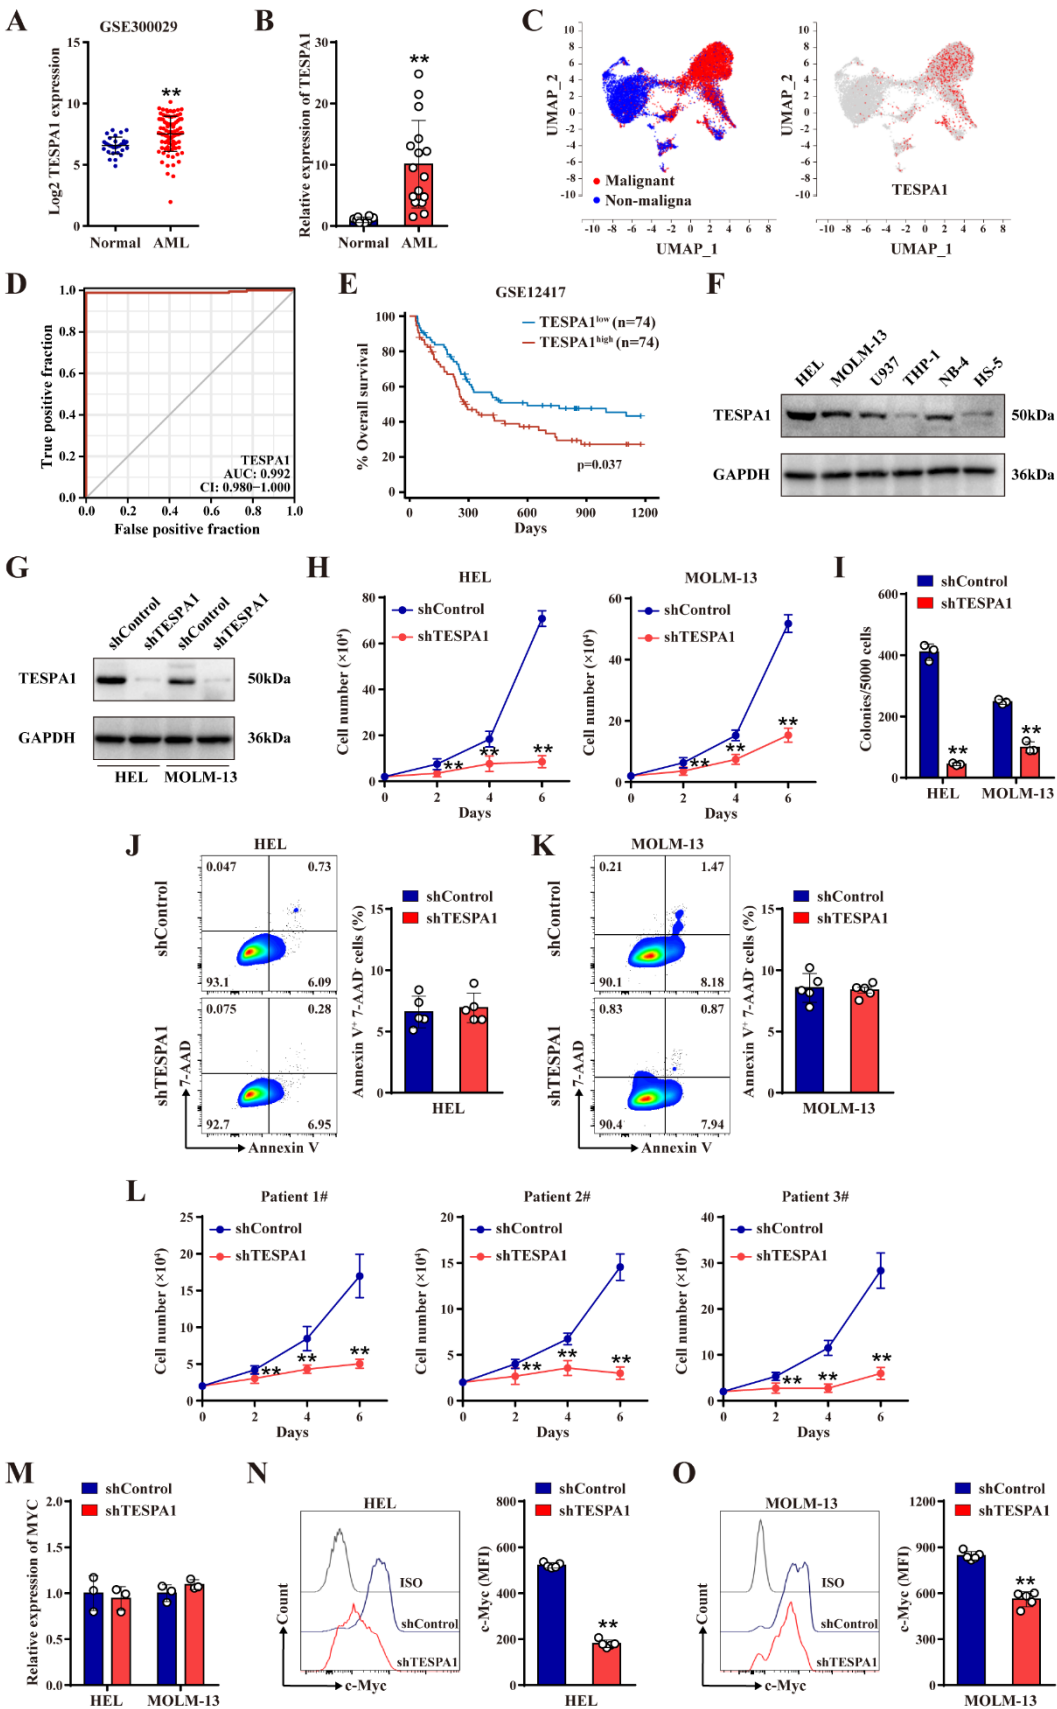

Supplementary Figure S10. TESPA1 knockdown suppresses the growth of human

**acute myeloid leukemia (AML) cells.**

(A) The expression of TESPA1 in AML patients and healthy donors. The data (90 AML patients and 31 healthy donors) were derived from Gene expression Omnibus (GEO) database (GSE300029). (B) qPCR analysis of TESPA1 expression in BM samples from 16 AML patients and 10 healthy donors. (C) Single-cell analysis of TESPA1 expression in the BM of AML patients. Data were derived from the European Genome-Phenome Archive (EGA) database (EGAD00001008185). (D) Receiver-operating characteristic (ROC) curve of the diagnostic performance of TESPA1 for AML. (E) Kaplan-Meier plots showing the overall survival of AML patients with high or low expression of TESPA1. The patients were divided into two groups based on the median expression levels of TESPA1. Data were obtained from GEO database (GSE12417). (F) Western blot analysis of TESPA1 protein expression in lysates from AML cell lines. (G) Western blot analysis of TESPA1 protein expression in HEL and MOLM-13 cells at 48 hours after transduction with lentivirus carrying shControl or shTESPA1. (H) The growth curves of HEL and MOLM-13 cells after TESPA1 knockdown (n = 6). (I) The colony formation assays of HEL and MOLM-13 cells after TESPA1 knockdown (n = 3). (J, K) Flow cytometric analysis of the apoptosis in (J) HEL and (K) MOLM-13 cells after TESPA1 knockdown (n = 5). (L) The growth curves of primary human AML cells after TESPA1 knockdown. (M) qPCR analysis of c-Myc mRNA expression in HEL and MOLM-13 cells after TESPA1 knockdown (n = 3). (N, O) Flow cytometric analysis of c-Myc protein expression in (N) HEL and (O) MOLM-13 cells after TESPA1 knockdown (n = 5). \*\*P < 0.01.

## Supplementary Figure S11

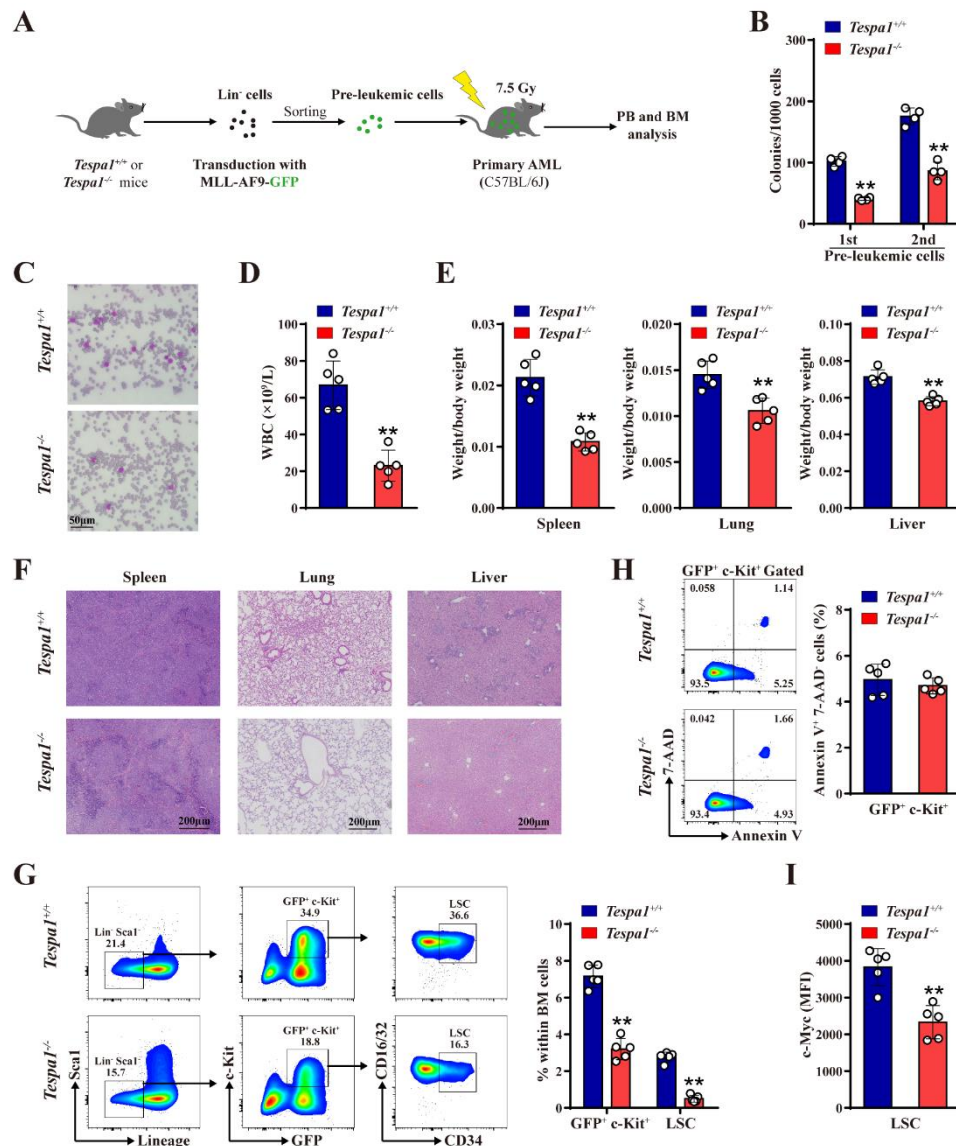

**Supplementary Figure S11. *Tespa1* knockout delays AML progression in mice.**

(A) Schematic for MLL-AF9-induced murine AML model. (B) The colony formation assays of pre-leukemic (GFP<sup>+</sup>) cells sorted from BM Lin<sup>-</sup> cells after transduced with MLL-AF9-GFP retrovirus (n = 4). (C) Giemsa staining of PB smears of mice at 25 days after transplanted with *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> pre-leukemic cells. (D) The counts of WBC in the PB of mice at 25 days after transplanted with *Tespa1*<sup>+/+</sup> and *Tespa1*<sup>-/-</sup> pre-leukemic cells (n = 5). (E) Relative weights (weights/body weights) of the spleens,

404 lungs, and livers from recipients at day 25 after transplantation with *Tespa1*<sup>+/+</sup> and  
405 *Tespa1*<sup>-/-</sup> pre-leukemic cells (n = 5). (F) Hematoxylin-eosin staining of the spleens,  
406 lungs, and livers from primary AML mice at day 25 post-transplant. (G) Flow  
407 cytometric analysis of the percentages of GFP<sup>+</sup> c-Kit<sup>+</sup> cells and leukemia stem cells  
408 (LSCs) in the BM from recipients at day 25 after transplantation (n = 5). LSC, Lin<sup>-</sup>  
409 Sca1<sup>-</sup> GFP<sup>+</sup> c-Kit<sup>+</sup> CD34<sup>+</sup> CD16/32<sup>+</sup>. (H) Flow cytometric analysis of the apoptosis in  
410 GFP<sup>+</sup> c-Kit<sup>+</sup> cells from recipients at day 25 after transplantation (n = 5). (I) The  
411 expression levels of c-Myc protein in LSCs from the BM of primary AML mice at day  
412 25 post-transplant (n = 5). \*\*P < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

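RNA-seq of LSKs from the BM of *Tespa1*+/+ and *Tespa1*-/- mice was used, in 4 groups of 3 libraries: untreated and at day 9 after 150 mg/kg 5-FU, for each genotype. The authors deposited a table of 53465 genes that holds, for each of the 12 libraries, the counts of reads per gene, without normalization. The deposited table also holds FPKM values, which the authors computed from the same counts, a length per gene and the library totals. The gene length implied by count and FPKM differed between libraries by a relative spread of at most 4.3e-06 over 8529 genes with at least 200 counts in every library, so the FPKM values hold nothing beyond the counts and were not used. The labels describe a stranded poly-A kit and paired-end sequencing. The aligner, the counting tool and its use of strand are not named in the paper's text. Groups were taken from the labels of the libraries, and the dose and day from the paper's methods. RNA-seq after IR was not used here.

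Gene symbols, identifiers and positions are those of the deposited table. Of its genes, 53360 are in GENCODE M21 (GRCm38), 96.3% of them at the same position and 99.8% with the same symbol. Library totals ran from 22118154 to 28275079 counts with a median of 23401715. The detection limit was 3 counts, 0.109 to 0.136 CPM depending on the library, and covers counting error only.

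Counts were tested in R 4.3.3 with edgeR 4.0.16: genes were filtered by filterByExpr with its minimum count of 10, TMM factors were computed, and the quasi-likelihood test (glmQLFit and glmQLFTest) was run with genotype as the only factor on the 6 libraries of each treatment. The same test compared the treatments within each genotype. A test of the interaction of genotype and treatment used the 12 libraries. Genes were called at an unadjusted P below 0.05 and a fold change above 1.5, the paper's thresholds, and, separately, at a Benjamini-Hochberg adjusted p below 0.05 and the same fold change. Fold changes against a group with at most 3 counts in every library are given as lower bounds, computed against that limit. Standard errors were computed as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. They therefore follow from the test and are not separate estimates of the spread between libraries. Gene lists were tested with fgsea 1.28.0 on the signal-to-noise ratio of log2(CPM + 1), with a minimum list size of 5, and with camera of limma 3.58.1. The 7 lists were compiled from general knowledge of marker genes and from the cell-cycle genes distributed with the Seurat package, before the data were examined. Tests of single genes across 3 libraries against 3 were two-sided exact permutation tests, whose smallest p is 0.1. Other steps used Python 3.11, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

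The genes named in the text are those the paper names for these libraries and, in each comparison of genotypes, the 3 largest rises and the 3 largest falls, by the log2 fold change of the fitted model, among genes with an adjusted p below 0.05, a mean of at least 1 CPM and every *Tespa1*-/- library on the same side of every *Tespa1*+/+ library. This rule was set before the data were examined. Names outside the rule are marked as chosen after their values were seen.

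The tests were run on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes of moderate to high expression changed by known folds. Each of these folds lay above 1.5, and every gene had the same biological coefficient of variation. The figures therefore do not cover genes with few counts, smaller changes or genes that differ in their variation. The quasi-likelihood test recovered 87.5% of the changed genes, and 1.7% of its calls were unchanged genes. DESeq2 recovered 91.5%, with 11.6% of its calls unchanged. The interaction test recovered 48%, with 5.9% unchanged. With no gene changed, 0 genes were called and 5.2% of genes had an unadjusted p below 0.05. Of 7 simulated lists, the 1 that was shifted was found and no other.

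The alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, edgeR's exact test, RLE size factors, library totals without TMM, no filter on low counts, at least 10 counts in every library, all 12 libraries in one fit, the replicate number as a block, each library left out in turn, no fold change threshold and a fold change above 2. For gene lists they were a ranking by the signed edgeR statistic, a pseudocount of 0.1, no filter, camera, the replicate block and each library left out in turn. A correction for GC content and gene length, alone and with the replicate block, was added after the data were seen. The labels give the replicate numbers, 1 to 3 in each group, that the block uses. Libraries of different groups come from different mice.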

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

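The tests chosen only after the result was seen are the splits for the interaction and for the c-Myc target genes, the tests of untreated immediate-early genes, erythroid genes, immunoglobulin V genes, *Rprl3* and the segment around *Zfp986*, and all detection limits and window sizes in them.

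The paper does not report results from the untreated libraries. In untreated LSKs, 166 genes were higher and 262 lower in *Tespa1*-/- at an adjusted p below 0.05 and a fold change above 1.5, among 17055 genes tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Of the 4 splits of the 6 untreated libraries that part every same-numbered pair, 1 gave as many genes, the real one, and the same held for 1 of all 10 splits, where the highest other split gave 6 genes. With 3 libraries against 3, the share cannot fall below 0.1, so it could not have excluded an accidental grouping whatever the counts. After 5-FU and without it, 44 genes were higher and 62 lower in both comparisons, out of 16341 tested in both. A further 10 genes were higher after 5-FU and lower in untreated LSKs, and 1 was lower after 5-FU and higher in untreated LSKs. The untreated *Tespa1*-/- libraries held 27219 to 29523 genes with a count, against 21141 to 24745 in untreated *Tespa1*+/+ libraries. Their median chi-square between replicates was 2.19 to 2.55, against 4.58 to 5.96. Whether such a difference between the libraries contributes to the untreated calls or to the interaction below was not tested.

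In untreated LSKs all 6 of the c-Myc target genes named by the paper were lower in *Tespa1*-/- with an adjusted p below 0.05. For *Myct1* this call was lost in 5 of the 6 fits that each left out 1 library and in 6 of 10 other alternatives, with adjusted p from 0.00523 to 0.184 over all of these fits in edgeR or DESeq2. The list of immediate-early genes had a NES of -2.06 (adjusted p = 7.4e-04 from GSEA, median log2 fold change -0.71, 28 of 30 genes lower). *Nr4a1*, *Nr4a2*, *Nr4a3* and *Egr1* are immediate-early genes, which cells can raise while they are being isolated, so a difference in cell isolation between the groups may contribute. *Hspa1a* and *Hspa1b*, which are on this list and on that of heat-shock genes, were counted with the heat-shock genes and were higher in untreated *Tespa1*-/- LSKs (log2 fold changes 0.11 and 0.43). Without these and the 4 genes, the remaining 24 immediate-early genes had a median log2 fold change of -0.6 in untreated LSKs (24 lower, 20 with an adjusted p below 0.05), as that explanation predicts. The heat-shock genes did not fall, with a median of 0.08, and the remaining immediate-early genes did not vary together with the 4 genes among libraries of the same group (one-sided permutation test within groups, p = 0.72). If the libraries of a group shared an isolation, they would not differ by it, so this permutation test cannot argue against that explanation. The pattern cannot be told apart from a difference in isolation.

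The genes that the rule on fitted log2 fold changes chose as rising most after 5-FU are not discussed in the paper: *Fcnb* was at least 288-fold, *Cd177* at least 249-fold and *Ear6* at least 217-fold higher in *Tespa1*-/- LSKs. These genes belong to granulocytes and *Ear6* shares reads with related genes. Mature granulocytes carried into the sorted cells are a candidate explanation. Before the result was seen, it was taken to predict a rise in some libraries only and no rise of progenitor granule genes. The later neutrophil genes rose in all 3 *Tespa1*-/- libraries, and 9 of 10 progenitor granule genes rose as well, with an adjusted p below 0.05 from edgeR's quasi-likelihood test. This does not exclude carried-over granulocytes, because libraries made from a shared pool would all hold them and because 5 of the 10 progenitor granule genes were already higher in untreated *Tespa1*-/- LSKs. Cells of other lineages among the sorted cells may also contribute: by the same measure 11 of 11 erythroid genes rose in *Tespa1*-/- LSKs after 5-FU, against 1 of 8 T-cell genes and 2 of 9 B-cell genes. The median log2 fold changes of these lists were 3.18, 2.08 and 0.22. Several T-cell genes had few counts, so the number past the threshold does not show that they did not rise. The T-cell list took 0.0021% to 0.0029% of counts in *Tespa1*-/- and 0.0021% to 0.0024% in *Tespa1*+/+ libraries after 5-FU. The rise of these genes cannot be told apart from other cells among the sorted LSKs. A change of differentiation in *Tespa1*-/- mice is the biological alternative, and these libraries do not separate the 2.

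*Rprl3*, a small RNA gene that the paper does not discuss, was at least 2350-fold lower in *Tespa1*-/- LSKs after 5-FU, while untreated *Tespa1*-/- LSKs had 615 ± 23.1 CPM (SD, n = 3). Reads may have been assigned to the related gene *Rpph1* instead. *Rpph1* had a log2 fold change of -0.11 after 5-FU, but the 8048 counts that *Rprl3* had on average in *Tespa1*+/+ are only 2.7% of the *Rpph1* count, less than the 5.8% SD between *Tespa1*+/+ libraries, so the test cannot tell. No biological explanation was tested.

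Immunoglobulin V genes were among the falls that the rule on fitted log2 fold changes chose. *Igkv4-74* was at least 21.1-fold lower and *Ighv1-26* had a log2 fold change of -5.44 after 5-FU, and in untreated LSKs *Igkv4-51* and *Igkv6-32* were each at least 15.6-fold lower. The call of *Igkv6-32* was lost in 4 of the 6 fits that each left out 1 library and in 2 of 9 other alternatives. That of *Igkv4-51* was lost in 0 of 6 and in 2 of 9. Libraries of a group may have been made from one pool of cells or one mouse. The V genes detected in 2 libraries of the same group overlapped with a mean Jaccard index of 0.58, against 0.19 for libraries of different groups (permutation test over 121 V genes, p = 2e-04, where 1e-04 is the smallest p the permutations can give). Of 28 V genes seen in only 1 group, 19 (67.9%) were in all 3 of its libraries, against 37 of 231 (16.0%) for other genes seen in only 1 group. By group, these shares ran from 53.8% to 100% for V genes and from 2.0% to 43.1% for other genes. The overlap was 0.22 between the *Tespa1*-/- groups, 0.15 between the *Tespa1*+/+ groups and 0.19 between genotypes. This is consistent with libraries of a group sharing cells, in which case p-values describe differences between pools and not between mice. An effect of each combination of genotype and treatment on V genes cannot be told apart from a shared pool, since each combination is a single group.

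In untreated *Tespa1*-/- LSKs *Zfp986* was at least 19.2-fold and *Zfp708* at least 19.1-fold higher, and *Zfp990* had a log2 fold change of 8.02. *Tespa1*+/+ LSKs after 5-FU had *Zfp990* at 17.2 ± 5.8 CPM (SD, n = 3), so the gene was near absent in untreated *Tespa1*+/+ libraries alone. A strain variant of the segment around *Zfp986* and *Zfp990* on chromosome 4 may differ between mice. Within 2 megabases, 5.8% of 52 other genes tested were called in untreated LSKs, against 5.2% elsewhere (Fisher's exact test, two-sided, p = 0.752), so the test does not show such a segment but cannot exclude a variant of these genes alone. *F3* had a log2 fold change of -3.84 in untreated LSKs, a call that was lost in 4 of the 6 fits that each left out 1 library, and no explanation of it was tested.

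The genotype effect differed between untreated LSKs and LSKs after 5-FU for 936 genes (adjusted p below 0.05 from edgeR's interaction test with Benjamini-Hochberg adjustment, 18696 genes tested). Among the genes the paper names, the interaction was -1.05 on the log2 scale for *Tespa1*, -0.41 for *Msi2*, 0.62 for *Nr4a1*, 0.77 for *Plk2*, 1.08 for *Nr4a3*, 5.20 for *S100a9*, 7.28 for *S100a8*, 0.61 for *Cyba*, 1.15 for *Mt1* and 3.89 for *G0s2*. Positive values for *Nr4a1*, *Nr4a3* and *Plk2* mean that these genes were lower in *Tespa1*-/- by a smaller amount after 5-FU than without it. The call was lost in 11 of the 12 fits that each left out 1 library for *Cyba* and for *G0s2*, in 9 of 12 for *Nr4a3* and in 1 of 12 each for *S100a8* and *S100a9*. It was also lost in 5 of 8 other alternatives for *Cyba* and in 1 of 7 for *G0s2*. Without the second untreated *Tespa1*+/+ library, the interaction of *S100a8* was 1.72, and without the first, that of *S100a9* was 3.44. The untreated *Tespa1*+/+ libraries had 0, 17 and 0 counts of *S100a8* and 10, 2 and 0 of *S100a9*. The sizes of both interactions therefore rest on few counts. The genotype labels were exchanged among same-numbered pairs within each treatment. Of the 32 such splits, 2 gave at least 936 genes: the real one and the one that swaps the genotypes of one treatment, which gave 2799 genes and measures the sum of both genotype effects. Without swapping, 1 of 16 splits gave as many, the real one, and the highest other split gave 845 genes, but it keeps the real genotypes in one treatment. Splits that keep them in neither treatment gave at most 1 gene. Both ways of counting are given because the second was settled after the first had been seen. Neither share decides the question, since the swapped split holds the real genotype effects and 1 of 16 is the smallest share the other count allows.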

How the results depend on the processing

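The correction for GC content and gene length, alone and with the replicate block, was chosen after the data were seen, and every other alternative before the data were examined. Alternatives for normalized values do not apply to counts. The exact test and the fit of all 12 libraries do not apply to the interaction, and no fold change threshold was applied to it. The cause was not tested for any of the changes given here.

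The numbers of genes called after 5-FU moved by more than 1.5 times only with another fold change threshold. Without it, 2441 genes were higher and 2167 lower at an unadjusted P below 0.05, and 1265 and 996 at an adjusted p below 0.05. With a fold change above 2, these were 529 and 498, and 387 and 248. Leaving out single libraries gave from 952 to 1126 genes higher and from 996 to 1131 lower at an unadjusted P, and from 523 to 626 higher and from 389 to 420 lower at an adjusted p. Of the 1204 genes called at an adjusted p, DESeq2 called 1196, the correction for GC content and gene length 1016, the replicate block 978, the fits without single libraries from 844 to 914, and the replicate block with the correction 835. The share of these calls that were higher was 56.6% and ran from 50.6%, with at least 10 counts in every library, to 60.9%, with a fold change above 2.

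In untreated LSKs, 280 genes were higher and 612 lower without a fold change threshold, and 90 and 123 with a fold change above 2. The number of genes higher, 166 in the main setting, was 278 with DESeq2, 288 with the exact test, 74 with the replicate block and 59 with the replicate block and the correction for GC content and gene length. Leaving out single libraries gave from 51 to 185 genes higher and from 155 to 244 lower. Genes whose genotype effect differs between 5-FU and untreated numbered 1534 with DESeq2 and from 573 to 862 with single libraries left out.

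With genes ranked by the signed edgeR statistic, 4 lists that were not past the threshold passed it in the same direction: S-phase genes with a NES of 1.74, MYC growth genes with 1.81, immediate-early genes with -2.32 and progenitor granule genes with 2.11. With that ranking and the replicate block the NES were 1.72, 1.79, -2.28 and 2.11. With camera, the adjusted p was 0.0458 for S-phase genes, 0.0223 for immediate-early genes and 0.00915 for progenitor granule genes, and 0.0595 for MYC growth genes. G2/M, HSC and later neutrophil genes stayed past the threshold in the same direction under every alternative run.

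The replicate number as a block gave 997 genes higher and 992 lower after 5-FU at an unadjusted P, 592 and 418 at an adjusted p, 182 genes lower in untreated LSKs and 742 genes for the interaction. Same-numbered libraries did not deviate together, with a mean correlation across genes of 0.03 after 5-FU and -0.02 in untreated LSKs, so the numbers do not appear to pair libraries, which come from different mice.

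For the loss of *Tespa1* in *Tespa1*-/- LSKs after 5-FU, the largest shift was that with the replicate block and the correction for GC content and gene length (-1.34). *Tespa1* after 5-FU in *Tespa1*+/+ LSKs had a log2 fold change from 0.14 to 0.28 across the fits that each left out a library, and it passed the threshold under none of the alternatives. The number of c-Myc target genes with an adjusted p below 0.05 was 4 or 5 under all of them.

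Changes of direction were seen only for genes whose change was near 0. *Myc* after 5-FU, -0.02 in the main setting, ran from -0.08 to 0.11 without single libraries, with 0.00 and 0.04 among the values that reversed. *Ikzf2* in untreated LSKs, -0.06 in the main setting, ran from -0.12 to 0.03. The interaction of *Egr1* was -0.01 with library totals, -0.03 with the correction for GC content and gene length, -0.03 with that correction and the replicate block, and ran from -0.02 to 0.13 without single libraries, against 0.03 in the main setting. The interaction of *Jmjd1c* was 0.04 with the correction and 0.04 with the correction and the replicate block, against -0.10, and that of *Cops6* ran from -0.01 to 0.11 without single libraries, against 0.05. Calls of single genes at an adjusted p below 0.05 were otherwise kept, apart from the following, counted for each gene under each alternative. After 5-FU, 10 calls were lost, all of *Ikzf2*, *Nr4a2*, *Cyba* and *G0s2*. In untreated LSKs, 41 calls were lost, of *Tespa1*, *Myc*, *Myct1*, *F3*, *Igkv4-51* and *Igkv6-32*, and 2 gained. For the interaction, 39 calls were lost, of *Nr4a3*, *Cyba*, *G0s2*, *S100a8* and *S100a9*, and 13 gained in 6 other genes. The calls lost with the replicate block include those of *Tespa1*, *Myc* and *Myct1* in untreated LSKs and of the *Cyba* interaction, which need not mean smaller effects.

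The depth limits genes near the detection limit of 3 counts, for which folds are lower bounds. With 3 libraries per group, the simulated interaction test recovered 48% of changed genes, so the number of genes whose genotype effect differs depends on this limit as well.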

Differences from the paper's values

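The paper's qPCR shows *Tespa1* in LSKs after 5-FU at about 2.9 times its untreated level in Fig. 1A, read by eye. In RNA-seq of *Tespa1*+/+ LSKs the fold was 1.15 here (log2 fold change 0.20, standard error 0.11, adjusted p = 0.348 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the alternatives set before the data were examined closed the gap, with folds from 1.1 to 1.21.

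By qPCR, the paper gives *Myct1* in *Tespa1*-/- LSKs after 5-FU at about 0.22 of *Tespa1*+/+ in Supplementary Fig. S7F, read by eye, and the fold here was 0.473. *Jmjd1c* is given at about 0.38 in Supplementary Fig. S7F, read by eye, and the fold here was 0.683. *Nr4a3* is given at about 0.38 in Supplementary Fig. S7F, read by eye, and the fold here was 0.717. None of the alternatives set before the data were examined closed these gaps: the folds ran from 0.451 to 0.49 for *Myct1*, from 0.669 to 0.693 for *Jmjd1c* and from 0.655 to 0.785 for *Nr4a3*.

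The paper names *Nr4a3*, *Jmjd1c* and *Ikzf2* among genes lower by its thresholds of fold change and P. Here *Nr4a3* had a log2 fold change of -0.48 (adjusted p = 0.109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and did not pass the fold change threshold, except without the first *Tespa1*-/- library after 5-FU (-0.61). Its adjusted p was above the threshold under every alternative run. *Jmjd1c* (log2 fold change -0.55) had an adjusted p below the threshold but passed the fold change threshold under no alternative. With the correction for GC content and gene length, chosen after the data were seen, the log2 fold change of *Jmjd1c* was -0.36. *Ikzf2* (log2 fold change -0.56) passed the fold change threshold with library totals (-0.59), without the second *Tespa1*+/+ library after 5-FU (-0.64) and without the third *Tespa1*-/- library after 5-FU (-0.66).

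The paper states that a MYC-related gene set is lower in *Tespa1*-/- HSCs after 5-FU. The list of MYC growth genes used here was not lower, with a NES of 0.77, and its overlap with the paper's set was not measured.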

Other observations

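The tests of GC content and gene length, of the genes with the most counts, of mislabelled libraries and of splits for the c-Myc target genes and gene lists were chosen after the result was seen, and the window around *Tespa1* was set after the data were seen.

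For the genes called after 5-FU, 1 of the 4 splits of the 6 libraries that part every same-numbered pair gave as many genes as the real one, the real one itself, and so did 1 of all 10 splits, where the highest other split gave 1 gene. For the c-Myc target genes, S-phase, G2/M, HSC, immediate-early, progenitor granule and later neutrophil genes it was 1 of 4 splits each. For MYC growth genes 2 of 4 splits gave a NES as large in absolute value. Over all 10 splits the count was 2 for S-phase genes, 4 for MYC growth genes and 2 for immediate-early genes. With 3 libraries against 3, the share cannot fall below 0.1, so it could not have excluded an accidental grouping whatever the counts.

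Several technical explanations of the genes called after 5-FU were tested. A difference in library size would separate the totals of the genotypes, but 3 *Tespa1*+/+ libraries had a total within the range of the *Tespa1*-/- totals. Mixed sexes would change *Xist* and the Y-chromosome genes: the highest *Xist* count in any library was 12, and *Ddx3y* had at least 1458 counts in every library. With a correction for GC content and gene length, 84.4% of the 1204 genes were still called. These 3 explanations do not account for most of the calls. Without the 10 genes with the most counts, 100% were still called, but TMM already limits the influence of such genes, so this value could not have excluded that explanation. DNA of another strain carried beside the deleted gene could change neighbouring genes: within 5 megabases of *Tespa1*, 19.3% of 83 genes tested had an adjusted p below 0.05 after 5-FU, against 13.1% elsewhere (Fisher's exact test, two-sided, p = 0.102), and in untreated LSKs 3.4% of 87 genes, against 5.2% (p = 0.63 from the same test). Only 1 gene was called in both, so this explanation was not shown for the neighbouring genes, but a modest contribution cannot be excluded.

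*Nr4a1*, *Nr4a2*, *Nr4a3* and *Egr1* were lower in *Tespa1*-/- LSKs after 5-FU, and a difference in cell isolation may contribute there as well. Without these 4 genes and without *Hspa1a* and *Hspa1b*, which were counted with the heat-shock genes and were higher (log2 fold changes 0.49 and 0.56), the remaining 24 immediate-early genes had a median log2 fold change of -0.26 (21 of 24 lower, 11 with an adjusted p below 0.05). The heat-shock genes had a median of 0.2. This pattern cannot be told apart from a difference in isolation.

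*Tespa1* counts remained in *Tespa1*-/- libraries. A mislabelled sample could leave such counts. With 0 *Tespa1*-/- libraries at or above the lowest *Tespa1*+/+ library of their treatment, no single library stood out, but this restates the separation of the groups and cannot exclude that all libraries of a group were mixed or mislabelled. Transcripts of exons outside the deletion were not tested, since counts are given per gene.

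In untreated LSKs *Myc* had a log2 fold change of 0.44 (standard error 0.10, adjusted p = 0.0363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call was lost in 5 of the 6 fits that each left out 1 library, and the adjusted p of *Myc* ran from 3.0e-04 to 0.158 over all alternatives to that test. After 5-FU the log2 fold change was -0.02 (standard error 0.11, adjusted p = 0.949 from the same test). The difference between the treatments did not pass the threshold (interaction -0.45, adjusted p = 0.13). *Cops6*, which encodes CSN6, had a log2 fold change of 0.12 after 5-FU (standard error 0.10, adjusted p = 0.513 from the same test) and 0.07 in untreated LSKs. Its reads can include those of *Mcm7* on the opposite strand, which has 77931 counts over all libraries against 12692 for *Cops6*. In *Tespa1*-/- LSKs *Tespa1* itself fell after 5-FU by 0.86 on the log2 scale (standard error 0.10, adjusted p = 6.5e-04 from the same test).

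Across 16341 genes tested in both comparisons, the log2 fold changes between genotypes with and without 5-FU had a Spearman correlation of 0.21 across genes, which are not independent replicates. Of the 1082 genes called after 5-FU and tested in untreated LSKs, 827 changed in the same direction there. Between treatments, 5-FU raised 466 and lowered 287 genes in *Tespa1*+/+ LSKs and raised 1033 and lowered 702 in *Tespa1*-/- LSKs at an adjusted p below 0.05 and a fold change above 1.5. Without the fold change threshold, 641 genes were raised and 711 lowered in *Tespa1*+/+ LSKs, and 1847 raised and 1489 lowered in *Tespa1*-/- LSKs. Which direction held more genes in *Tespa1*+/+ LSKs thus depended on that threshold. The biological coefficient of variation was 0.27 in the *Tespa1*+/+ comparison and 0.2 in the *Tespa1*-/- comparison. Genes are called more easily where it is smaller, so these numbers do not compare the size of the response between genotypes.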
